# Estrogen Receptor Alpha (ESR1)-Dependent Regulation of the Mouse Oviductal Transcriptome

**DOI:** 10.1371/journal.pone.0147685

**Published:** 2016-01-25

**Authors:** Katheryn L. Cerny, Rosanne A. C. Ribeiro, Myoungkun Jeoung, CheMyong Ko, Phillip J. Bridges

## Abstract

Estrogen receptor-α (ESR1) is an important transcriptional regulator in the mammalian oviduct, however ESR1-dependent regulation of the transcriptome of this organ is not well defined, especially at the genomic level. The objective of this study was therefore to investigate estradiol- and ESR1-dependent regulation of the transcriptome of the oviduct using transgenic mice, both with (ESR1KO) and without (wild-type, WT) a global deletion of ESR1. Oviducts were collected from ESR1KO and WT littermates at 23 days of age, or ESR1KO and WT mice were treated with 5 IU PMSG to stimulate follicular development and the production of ovarian estradiol, and the oviducts collected 48 h later. RNA extracted from whole oviducts was hybridized to Affymetrix Genechip Mouse Genome 430–2.0 arrays (n = 3 arrays per genotype and treatment) or reverse transcribed to cDNA for analysis of the expression of selected mRNAs by real-time PCR. Following microarray analysis, a statistical two-way ANOVA and pairwise comparison (LSD test) revealed 2428 differentially expressed transcripts (DEG’s, P < 0.01). Genotype affected the expression of 2215 genes, treatment (PMSG) affected the expression of 465 genes, and genotype x treatment affected the expression of 438 genes. With the goal of determining estradiol/ESR1-regulated function, gene ontology (GO) and bioinformatic pathway analyses were performed on DEG’s in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice. Significantly enriched GO molecular function categories included binding and catalytic activity. Significantly enriched GO cellular component categories indicated the extracellular region. Significantly enriched GO biological process categories involved a single organism, modulation of a measurable attribute and developmental processes. Bioinformatic analysis revealed ESR1-regulation of the immune response within the oviduct as the primary canonical pathway. In summary, a transcriptomal profile of estradiol- and ESR1-regulated gene expression and related bioinformatic analysis is presented to increase our understanding of how estradiol/ESR1 affects function of the oviduct, and to identify genes that may be proven as important regulators of fertility in the future.

## Introduction

Gamete storage and maturation, fertilization, and early embryonic development occur in the oviduct. Ovarian-derived estradiol is a known regulator of a oviductal function, modulating contraction of its smooth musculature [1,2] and secretion by its epithelial cells [3,4], with the transcription factors estrogen receptor-α (ESR1) and estrogen receptor-β (ESR2) both expressed within this organ. ESR1 has been localized to ciliated and secretory epithelial cells, stromal cells, as well as smooth muscle cells of the oviduct [5,6,7], whereas ESR2 appears to be largely confined to ciliated epithelial cells [6]. Immunoreactivity of both receptor subtypes to the nucleus, cytoplasm and plasma membranes [8] indicative of both genomic and non-genomic responses. Estradiol also acts as a regulator of ESR1 protein expression [5,6,7], estradiol and ESR1 therefore acting as important transcriptional regulators where hormone bound receptors target the estrogen responsive element (ERE) on the promoter region of their target genes to either enhance or repress transcription [9,10].

Genome-wide reports on estradiol/ESR1-dependent regulation of oviductal function are lacking. Our objective was therefore to identify estradiol/ESR1-dependent transcriptomal changes in the oviduct using a mouse model that is deficient in ESR1 expression (ESR1KO), testing the hypothesis that estradiol, acting through ESR1, affects the expression of mRNAs within this organ. Immature mice were utilized to circumvent the reproductive phenotype observed in ESR1KO mice observed following puberty, where females develop cystic ovaries and dysfunction of the hypothalamic-pituitary axis due to elevated concentrations of circulating estradiol [11,12]. Immature mice (ESR1KO and WT) were left untreated, or were treated with PMSG to stimulate follicular development and the production of estradiol. Microarray-based transcriptional profiling and bioinformatic analyses was therefore performed using oviducts collected from mice bearing a global deletion of ESR1 and their wild-type (WT) littermates, both before and after PMSG-induced production of ovarian estradiol.

To provide the reader with full access to the transcriptomal dataset, the raw data (*.cel files) plus the GCRMA-normalized and log_2_ transformed transcript data (Park Genomics Suite [13]), have been deposited into the Gene Expression Omnibus (National Center for Biotechnology Information [14]) as accession number GSE72614 (http://www.ncbi.nlm.nih.gov/geo).

## Materials and Methods

### Animals and Tissue Collection

All animal procedures were approved by the University of Kentucky Institutional Animal Care and Use Committee. Mice with a global deletion of ESR1 (ESR1KO) on a C57BL/6 background were generated as previously described [15,16]. Briefly, two transgenic mouse lines were used; male ESR1^flox/flox^ were bred with female Zp3^cre^ to produce a line expressing Cre recombinase in the oocyte. The F1 heterozygotes (ESR1^flox/+^Zp3^cre^) were bred with ESR1^flox/flox^ resulting in ESR1^flox/flox^Zp3^cre^ mice, where females produce oocytes that are ESR1^-^. ESR1^flox/flox^Zp3^cre^ females were then bred with ESR1^flox/-^ males to produce ESR1KO progeny (ESR1^-/-^ and ESR1^-/-^ ZP3^Cre^) or sibling controls (ESR1^flox/-^ and ESR1^flox/-^ ZP3^Cre^). Genomic DNA was extracted from ear punches using the Easy DNA kit (Invitrogen, Carlsbad CA) to confirm genotypes, as previously described [16]. Whole oviducts were collected for extraction of RNA from immature female mice (ESR1KO and WT) killed at 23 days of age, or ESR1KO and WT mice treated i.p. with 5 IU PMSG at 23 days of age and killed 48 h later.

### RNA Extraction

Oviducts were pooled from 3–4 mice per treatment group and genotype and total RNA was extracted using TRIzol Reagent (Invitrogen, Carlsbad, CA) and purified through RNeasy columns (Qiagen, Valencia, CA), as described before [15,17]. RNA was analyzed for quality and quantified by spectrophotometry using an Eppendorf BioPhotometer Plus (Eppendorf, Germany) as well as by visual distinction of 18S and 28S rRNA bands after ethidium bromide staining in an agarose gel. Spectrophotometry revealed a mean 260/280 ratio of 1.75 ± 0.10 for all samples. Aliquots of the same total RNA were used for both microarray and real-time reverse-transcription PCR (real-time RT-PCR).

### Microarray Hybridization

A total of 12 microarray hybridizations were performed using the Affymetrix Genechip Mouse Genome 430–2.0 arrays (GeneChip; Affymetrix, Inc., Santa Clara, CA) according to the manufacturer’s instructions at the University of Kentucky Microarray Core Facility, as described before [15,17,18]. Three replicates using different mice were generated for each treatment group.

Microarray data were analyzed by importing raw expression intensity values (*.cel files) into Partek Genomics Suite 6.6 (Partek Inc., St. Louis, MO), where the GC-Robust Multiarray Analysis algorithm (GC-RMA), quantile normalization, and Median Polish was applied for GeneChip background correction, log base 2 transformation, conversion of expression values and probeset summarization. Annotation was performed using NetAffx annotation database (Release 34) on December 3^rd^, 2014. Quality of data was assessed using light intensity expression values on a per chip and per gene basis and visualized as box plots (Fig 1). Principal component analysis (PCA) was conducted to determine the quality of the microarray hybridization and visualize the general data variation among the chips (Fig 2, [13]).

**Fig 1:**
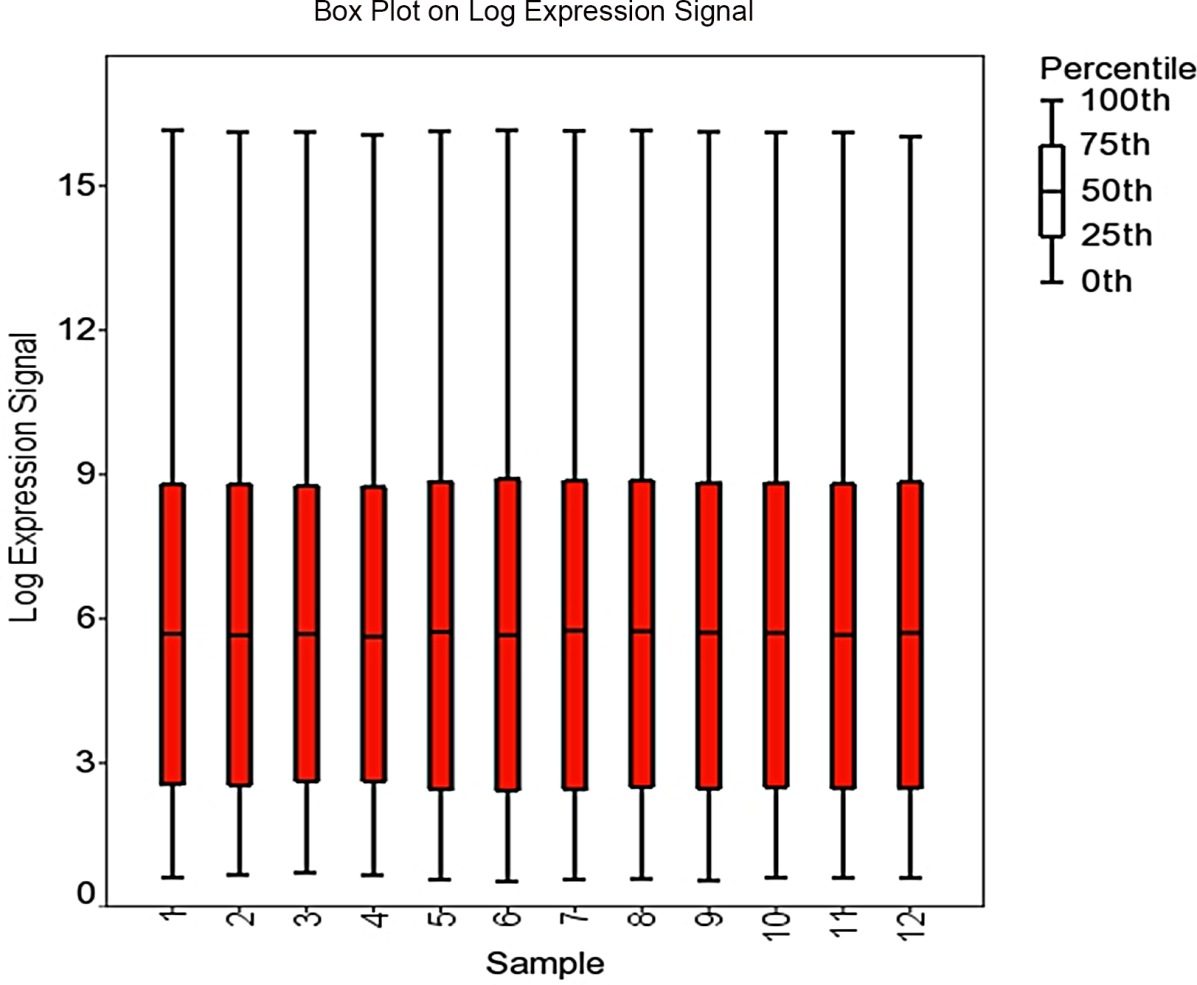
Box plot of the log_2_ expression signal for each microarray chip.

**Fig 2:**
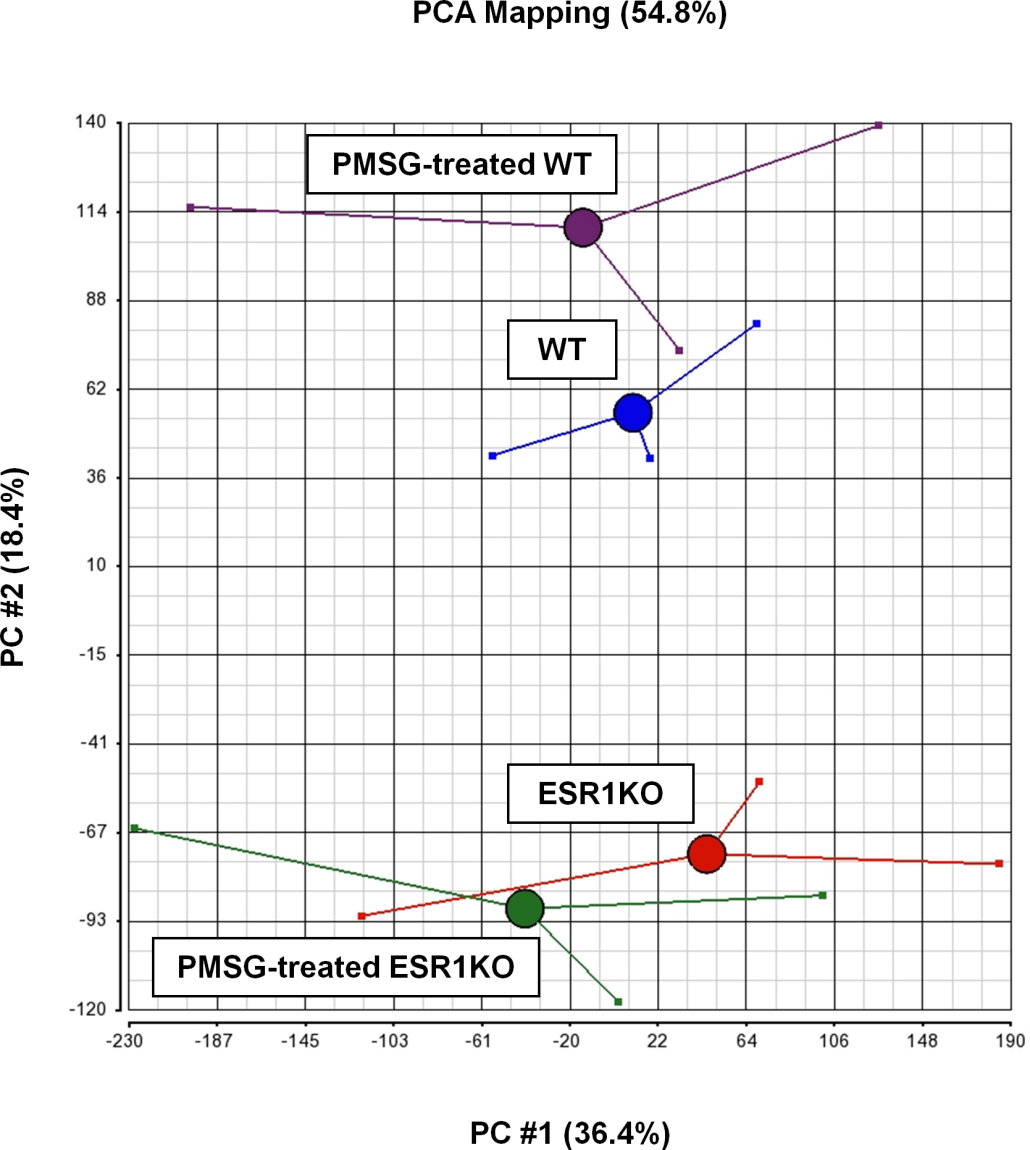
Principal component analysis (PCA) of the microarray-derived transcriptomal results for oviducts collected from ESR1KO mice and WT littermates at 23 days of age, or treated with 5 IU PMSG at 23 days of age and collected 48 h later. Red: ESR1KO, Blue: WT, Green: PMSG-treated ESR1KO, Purple: PMSG-treated WT.

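Principal components were computed from the log2 expression signal, centred for each probe set. Over the 2006 probe sets that could be matched in all 12 arrays, the first component held 77.6% of the variance and separated the genotypes. WT and PMSG-treated WT arrays scored from 16.5 to 44.2 on it, and ESR1KO and PMSG-treated ESR1KO arrays from -36.6 to -20.4. The array nearest to WT among the ESR1KO arrays was untreated replicate 2, at -20.4, whereas the other 2 untreated ESR1KO arrays scored -33.8 and -35.2. The second component held 10.2% and parted WT (-18.2 to -17.3) from PMSG-treated WT (7.27 to 22.8), whereas PMSG-treated ESR1KO (5.33 to 5.78) lay next to ESR1KO (-5.62 to 5.08). The third component held 3.40% and parted ESR1KO (0.110 to 17.9) from PMSG-treated ESR1KO (-9.34 to -6.22). These probe sets were chosen in the study because they differed between the groups, so that the separation is not independent of that choice. Over all 45101 rows of the 9 arrays other than untreated ESR1KO, the first component held 41.6% of the variance. On it PMSG-treated WT replicate 3 scored 133.8, against 23.9 and 25.9 for the other 2 PMSG-treated WT arrays and -65.7 to -53.9 for PMSG-treated ESR1KO. The second component held 29.3%. On it replicate 3 scored 76.8, on the side of PMSG-treated ESR1KO (32.6 to 52.1). The other 2 PMSG-treated WT arrays scored -55.4 and -34.4 there, and WT -49.2 to -32.7.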

### Statistical, Gene Ontology and Pathway Analysis

To detect differentially expressed genes (DEG’s) and the interaction between genotype and PMSG treatment, the normalized and background adjusted microarray data were imported into Partek Genomics suite 6.6 (Partek, Inc.) and a two-way ANOVA performed with factor 1 being genotype and factor 2 being PMSG treatment. Statistical significance of difference for each gene was set to P-value <0.01 with Benjamini-Hochberg multiple testing correction for false discovery rate (FDR) < 0.13. Genes considered significant in the overall model (P < 0.01, FDR < 0.13) were then subjected to pairwise comparisons using Fischer’s Least Significant Difference (LSD) test to estimate the significance of difference for each gene in each comparison. Genes showing a mean difference in signal intensity of at least 2-fold change and a P-value < 0.01 were considered differentially expressed.

With our primary objective of identifying estradiol/ESR1-dependent affects on the transcriptome, the 1185 DEG’s identified in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice was subjected to gene ontology and pathway analysis. Differentially expressed genes were interrogated for their gene ontology (GO) classes using Partek Genomics Suite 6.6 (Partek, Inc.). Partek derives gene ontology classifications from geneontology.org and/or the affymetrix database. GO hierarchies leads to the division of the gene list into significant classifications when the observed number of differentially expressed genes in a GO category is greater than expected. Statistical analysis for significant classifications was performed using Fischer’s exact test, right-tailed. A P-value < 0.01 is suggestive of an over representation of genes from within a particular GO category, indicative of a functional effect.

These same DEG’s (PMSG-treated ESR1KO versus PMSG-treated WT) were then subjected to Ingenuity Pathway Analysis (IPA®, QIAGEN Redwood City, www.qiagen.com/ingenuity) which uses multiple databases to extrapolate significant pathways based on the number of significant genes within our list and known to be involved in a particular pathway. To determine significant pathways in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT treated mice, a Fischer’s exact test was performed with significance set to P-value < 0.05.

### Real-time RT-PCR

Pathway analysis revealed that the most significant pathways were reflective of immune responses. Therefore, to validate the microarray analysis, real-time RT-PCR was performed to quantify the level of expression of a selection of immune-regulating mRNAs: chemokine (C-C motif) ligand 5, *Ccl5*; cytochrome P450, family 26, subfamily A, polypeptide 1, *Cyp26a*; hematopoetic prostaglandin D synthase, *Hpgds*; interleukin 18 receptor accessory protein, *Il18rap*; prostaglandin-endoperoxide synthase 2, *Ptgs2*; lecithin retinol acyltransferase (phosphatidylcholine-retinol O-acyltransferase), *Lrat*; S100 calcium binding protein A8, *S100a8*; and uroplakin 1A, *Upk1a*. Real-time RT-PCR was performed using an Eppendorf Mastercycler ep *realplex*^2^ system (Eppendorf) using iQ SYBR Green Supermix (Bio-RAD, Hercules, CA), as described before [15,17].

Briefly, cDNA was synthesized using the SuperScript III 1^st^ Strand Synthesis System (Invitrogen), with 0.5 μg of RNA used for each reverse transcription reaction. Real-time RT-PCR was performed with a total volume of 25 μl per reaction, with each reaction containing 5 μL of cDNA, 1 μL of a 10 μm stock of each primer (forward and reverse), 12.5 μL of 2× SYBR Green PCR Master Mix, and 5.5 μL of nuclease-free water. Gene expression was analyzed by the 2−^ΔΔ^CT method [19]. The typical dissociation curves of these cDNA, plus *Gapdh* as the housekeeping gene was confirmed. Oligonucleotide primer pairs (Integrated DNA technologies, Coralville, IA) are described in Table 1.

**Table 1:** Primer sequences (forward and reverse) and PCR product sizes used for real-time RT-PCR analyses.

Name	Accession #	Primer sequence (5'–3')	Product size
*Ccl5*	NM_013653.3	F: CCT CAC CAT ATG GCT CGG AC	121
		R: ACG ACT GCA AGA TTG GAG CA	
*Cyp26a1*	NM_007811.2	F: AGC TCC TGA TTG AGC ACT CG	292
		R: GGA GGA TTC AAT CGC AGG GT	
*Hpgds*	NM_019455.4	F: CAC TAG TTT CCT GGC TAG GGT	383
		R: TGT CAC AGC TCC TTT CCT TGT	
*Il18rap*	NM_010553.3	F: TGC AAT GAA GCG GCA TCT GT	133
		R: CCG GTG ATT CTG TTC AGG CT	
*Lrat*	NM_023624.4	F: GTC GCC CAT CTA ATG CCT GA	324
		R: CTG TGG ACT GAT CCG AGA GC	
*Ptgs2*	NM_011198.4	F: CAT CCC CTT CCT GCG AAG TT	178
		R: CAT GGG AGT TGG GCA GTC AT	
*S100a8*	NM_013650.2	F: CTT TCG TGA CAA TGC CGT CTG	99
		R: AGA GGG CAT GGT GAT TTC CT	
*Upk1a*	NM_026815.2	F: TGA GCA AGA GTG TTG TGG CA	240
		R: CAC GAT ATG CCC CAC GTG TA	
*Gapdh*	GU214026.1	F: CCC CCA ATG TGT CCG TCG TGG	201
		R: TGA GAG CAA TGC CAG CCC CG	

For statistical analysis of real-time RT-PCR results, datasets were first tested for normality and equal variance. When appropriate, data were transformed before statistical analysis. A one-way ANOVA using SigmaStat 3.5 (Systat Software, Inc., Point Richmond, CA, USA) was used to determine differences in levels of mRNA. When differences were detected a Fischer’s Least Significant Difference (LSD) test was used to determine which genes differed.

## Results

### Detection of DEG’s by Microarray Analysis

After chip normalization, a statistical two-way ANOVA and pairwise comparison (LSD test) was performed to generate a list of 2428 differentially expressed genes (P < 0.01, FDR < 0.13). 

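The oviductal RNA of 4 groups was hybridized to 12 arrays, 3 per group: ESR1KO and WT mice at 23 days of age, and ESR1KO and WT mice given 5 IU PMSG (pregnant mare serum gonadotropin, which stimulates ovarian follicles) and collected 48 h later. Each array measured RNA pooled from the oviducts of 3 to 4 mice, so its value is an average over mice, and the 3 arrays per group limit the precision. PMSG-treated mice were 2 days older than untreated mice, and age and PMSG cannot be told apart. The deposited values are log2 expression signals of 45101 probe sets after the authors' GC-RMA background correction, quantile normalization and median polish, with medians from 5.63 to 5.75 on the 12 arrays. Signals with a group mean under 4 are called near background here, and a fold change against such a group depends on the background correction. In the deposited table the 3 untreated ESR1KO columns follow the probe set names, but the other 9 columns share a different row order. Across probe sets, the untreated ESR1KO columns correlated at 0.985 to 0.993 with each other and at -0.146 to -0.123 with the other 9, which correlated at 0.959 to 0.997 among themselves. Rows were therefore named through S1 Table, of which the first 1997 of the 2428 rows, in alphabetical order up to Slc27a2, were held here. For each of these rows the fold changes printed there identified 1 row in the 9 columns, and with the p-values the closest row in the untreated ESR1KO columns. For 18 of them a second untreated ESR1KO row also met the p-value limit, and the symbol of the row taken equalled that of S1 Table for 17, while that of Krt85 had no symbol. The gene symbol of the matched probe set, which had no part in the match, equalled that of S1 Table, directly or through a synonym, in 1896 of the 1903 rows that had one. No value of S1 Table entered a test, but a matched gene has the paper's fold change by construction. PMSG-treated ESR1KO versus PMSG-treated WT and PMSG-treated WT versus WT were tested over all 45101 rows of the 9 columns with limma and Benjamini-Hochberg adjustment. A probe set was called at an adjusted p under 0.05 and at least a 2-fold change. Comparisons with untreated ESR1KO were tested on the matched probe sets alone, with each p adjusted as for 45101 tests, which makes the adjusted p an upper bound and the number called a lower bound, so that a bound over 0.05 does not show that a probe set fails the test.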

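Progesterone receptor (Pgr) and Esr1 were among the genes lower in ESR1KO, and oxytocin receptor (Oxtr) and Klk1b1, a kallikrein-family protease, among those for which the PMSG response differed between genotypes. For Esr1, the targeted gene, the signal was 12.97 ± 0.07 (SD, n = 3) in WT and 11.20 ± 0.87 (SD, n = 3) in ESR1KO, and 12.55 ± 0.31 and 10.43 ± 0.28 in the PMSG-treated groups. Of the ESR1KO arrays, replicate 2 lay at 12.13 and the other 2 at 10.42 and 11.05. Esr1 was 3.40-fold lower without PMSG (adjusted p at most 0.0395, limma) and 4.34-fold lower with PMSG (adjusted p = 0.000311). The paper's text does not name the deleted exon, and whether this probe set lies within it is not known here. The untreated call of Esr1 was lost in the methods' unmoderated model (adjusted p at most 0.161), without the variance trend (0.0685), with only the 6 arrays compared (0.213) and without any single array other than ESR1KO replicate 2 and PMSG-treated WT replicate 3 (0.056 to 0.171). That of Pgr (bound 0.0495) was lost without the same single arrays (0.0589 to 0.228), under those 3 settings, under repeated quantile normalization (0.0628) and with the replicate number as a block (0.0847). Oxtr averaged 7.92 ± 0.36 in PMSG-treated WT and 4.78 ± 0.40 in WT, but 2.79 ± 0.04 and 2.77 ± 0.04 in PMSG-treated ESR1KO and ESR1KO, both near background. Its interaction call was lost in the unmoderated model (adjusted p at most 0.0816) and without ESR1KO replicates 2 or 3, WT replicate 3 or any single PMSG-treated ESR1KO array (0.0505 to 0.0736), whereas that of Klk1b1 was kept under every setting run. Among the 1997 matched probe sets, the genotype term was called for 1554 (871 higher and 683 lower in ESR1KO) at an adjusted p under 0.05. The PMSG term was called for 34 (29 higher and 5 lower) and the genotype by PMSG term for 13. At an unadjusted p under 0.01 the numbers were 1797, 413 and 354. The PMSG count was 67 without PMSG-treated WT replicate 3, 21 and 15 without ESR1KO replicates 2 and 3, 17, 18 and 14 without WT replicates 1, 2 and 3, 16, 15 and 17 without PMSG-treated ESR1KO replicates 1, 2 and 3, and 17 without PMSG-treated WT replicate 1. In the same order of arrays left out, the interaction count was 47, 4, 2, 4, 8, 1, 2, 1, 3 and 6. The methods' unmoderated model gave 18 for PMSG and 1 for the interaction, and the replicate number as a block 16 for PMSG.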

Genotype affected the expression of 2215 genes, PMSG affected the expression of 465 genes, and Genotype x PMSG affected the expression of 438 genes (Table 2). Following removal of unannotated and duplicate probesets, DEG’s were further subdivided between up- and down-regulated genes. 

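In PMSG-treated ESR1KO versus PMSG-treated WT, 2022 of 45101 probe sets were called, of which 1245 were higher and 777 lower. In PMSG-treated WT versus WT, 113 were called, 80 higher and 33 lower, whereas at an unadjusted p under 0.01 and at least 2-fold 293 were higher and 435 lower. The genes higher in PMSG-treated WT than in WT included kallikrein-family genes and Hsd11b2, which encodes a cortisol-inactivating enzyme. Hsd11b2 averaged 11.28 ± 0.70 (SD, n = 3) in PMSG-treated WT and 6.74 ± 0.33 in WT (23.3-fold, adjusted p = 0.0021, limma). The genes lower with PMSG included Serpina1b (12.4-fold) and Fgf18 (9.75-fold), both near background in PMSG-treated WT. The call of Serpina1b was lost in the methods' unmoderated model (adjusted p = 0.054), and that of Fgf18 there, with only the 6 arrays, with the replicate number as a block and without any single one of the 9 arrays other than PMSG-treated WT replicates 2 and 3 (adjusted p from 0.0522 to 0.157). For the comparisons fitted on the 9 arrays, that model lacked untreated ESR1KO and is not the paper's two-way analysis. Among the 1997 matched probe sets, 369 were called in ESR1KO versus WT (183 higher and 186 lower). With the same adjusted p bound on these probe sets, 913 were called in PMSG-treated ESR1KO versus PMSG-treated WT. In PMSG-treated WT versus WT 96 were. These 2 counts, and not those over all 45101 rows, compare with the 369. In PMSG-treated ESR1KO versus ESR1KO only Gldc and Shisa3 were called, both higher and near background without PMSG, and 33 matched probe sets had an unadjusted p under 0.01 and at least a 2-fold change. With a single array left out, these 33 ranged from 22 without ESR1KO replicate 3 to 84 without ESR1KO replicate 1. More probe sets were also called without ESR1KO replicate 1. The calls of Gldc and Shisa3 were lost in the methods' unmoderated model, without the variance trend, with only the 6 arrays and without ESR1KO replicates 2 or 3, WT replicates 2 or 3, PMSG-treated WT replicates 1 or 2, or PMSG-treated ESR1KO replicate 1 (adjusted p at least 0.0619), and that of Gldc also without PMSG-treated ESR1KO replicates 2 or 3 (0.078 and 0.0754). Of the matched genes higher with PMSG in WT, 54 probe sets had a median log2 difference of 2.10 there and of 0.07 in ESR1KO, and of the 22 that were lower the medians were -1.81 and -0.20. These probe sets were selected by their call in WT, which by itself favours a larger median there than in ESR1KO. The interaction was called for 9 of the 54 and 2 of the 22. The number called in PMSG-treated WT versus WT was 346 without PMSG-treated WT replicate 3, 44, 41 and 42 without WT replicates 1, 2 and 3, 75, 59 and 49 without PMSG-treated ESR1KO replicates 1, 2 and 3, 36 with only the 6 arrays, 46 with the replicate block, 179 with a mean signal of at least 4 and 19 in the unmoderated model. In ESR1KO versus WT it was 213, 105 and 152 without WT replicates 1, 2 and 3, 185 and 168 without ESR1KO replicates 1 and 3, 158 with only the 6 arrays and 139 in the unmoderated model, and PMSG-treated ESR1KO versus PMSG-treated WT gave 1248 without PMSG-treated ESR1KO replicate 3, 1313 with only the 6 arrays and 1255 in the unmoderated model.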

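Among matched genes, Dcpp3 (near background in PMSG-treated ESR1KO, so that its rank depends on the background correction) and 2300002M23Rik had the largest fold decreases in PMSG-treated ESR1KO versus PMSG-treated WT, and BC048679 (222-fold, near background in PMSG-treated WT) and Apod (98.0-fold) the largest increases. Sult1e1, the estrogen sulfotransferase, was 46.3-fold higher in PMSG-treated ESR1KO than in PMSG-treated WT (9.43 ± 0.43 against 3.90 ± 0.34, the latter near background, SD, n = 3; adjusted p = 2.42e-05, limma). Without PMSG it was 33.2-fold higher (9.20 ± 0.68 against 4.14 ± 0.04, adjusted p at most 0.000136). Aldh1a3, which forms retinoic acid, was 37.1-fold higher with the PMSG-treated WT signal near background (2.60 ± 0.12). Avpr1a, the vasopressin receptor, was 24.8-fold higher in ESR1KO than in WT, where it was near background at 2.50 ± 0.17. Among the lower genes, Dcpp3 fell from 11.48 ± 0.50 in PMSG-treated WT to 1.89 ± 0.10 in PMSG-treated ESR1KO, and 2300002M23Rik from 13.42 ± 0.79 to 4.39 ± 1.34 (525-fold). Its log2 difference of -9.04 was -9.81 without PMSG-treated ESR1KO replicate 1, and those of BC048679 (7.80) and Apod (6.62) were 7.10 and 5.84 without PMSG-treated WT replicate 3. The synaptic gene Syn2 was 91.4-fold lower with PMSG and 23.8-fold lower without, with both ESR1KO groups near background. Of the 20 genes listed as most up-regulated in ESR1KO versus WT, 20 were called higher, and of the 20 listed as most down-regulated, 19 were matched and 19 were called lower. Of these 19, 6 were called in the methods' unmoderated model, 6 with only the 6 arrays compared, 10 without ESR1KO replicate 1, 10 without ESR1KO replicate 3, and 12, 7 and 9 without WT replicates 1, 2 and 3. Those that lost their call in the unmoderated model included 2300002M23Rik (adjusted p at most 0.186), Ano4 (0.166), Csf3 (0.147), Mlc1 (0.0755) and Rtn1 (0.0678). Of the 20 up-regulated genes, 16 were called in that model and 16 with a mean signal of at least 4. All 20 and 20 genes listed for PMSG-treated ESR1KO versus PMSG-treated WT were called, higher and lower, respectively. In each of these gene rows the 3 arrays of 1 group lay apart from the 3 of the other, which chance gives for 10% of genes. In 11 of the 20 genes of each list with PMSG, 1 group was near background. The genes were chosen in the study on these arrays, and Tshr, Wnt7a and the rows taken for the values of Aldh1a3 and Greb1 in the study's tables were located by fold change alone.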

The identity of the 20 most highly up- and down-regulated genes in the oviducts of ESR1KO versus WT mice, and PMSG-treated ESR1KO versus PMSG-treated WT mice are provided in Tables 3–6. The identity of all genes determined to be differentially expressed by two-way ANOVA is provided in S1 Table.

**Table 2:** Number of differentially expressed genes (DEG's) identified by microarray analysis and pair-wise comparisons between genotypes and treatments.

Parameter	No. of DEG's		
Model	2428		
Genotype	2215		
PMSG treatment	465		
Genotype by PMSG interaction	438		
**Pairwise comparisons**	**No. of DEG's**	**Up-regulated**	**Down-regulated**
PMSG-treated ESR1KO vs. ESR1KO	37	31 (84%)	6 (16%)
PMSG-treated WT vs. WT	318	164 (52%)	154 (48%)
PMSG-treated ESR1KO vs. PMSG-treated WT	1185	689 (58%)	496 (42%)
ESR1KO vs. WT	664	328 (49%)	336 (51%)

Significance set to P-value < 0.01 with FDR determined from the Benjamini-Hochberg multiple testing correction < 0.13. For pairwise comparisons, unannotated and duplicate probe sets were removed from gene lists, and only genes with at least a 2-fold change in level of expression were considered differentially expressed.

**Table 3:** Top 20 most highly up-regulated mRNAs in the oviducts of ESR1KO versus WT mice. Overall Model: P < 0.01 and at least a 2-fold change in gene expression.

Gene Symbol	Gene Description	P-value	Fold-Change
*Sult1e1*	sulfotransferase family 1E, member 1	< 0.001	33.1834
*Chodl*	chondrolectin	< 0.001	25.6824
*Avpr1a*	arginine vasopressin receptor 1A	< 0.001	24.7639
*Synpr*	synaptoporin	< 0.001	22.5126
*Glb1l3*	galactosidase, beta 1 like 3	< 0.001	21.5821
*BC048679*	cDNA sequence BC048679	< 0.001	21.0171
*Ager*	advanced glycosylation end product-specific receptor	< 0.001	17.8374
*2310043J07Rik*	RIKEN cDNA 2310043J07 gene	< 0.001	15.0383
*Pcdh8*	protocadherin 8	< 0.001	14.7291
*Lemd1*	LEM domain containing 1	< 0.001	14.6033
*Slc47a1*	solute carrier family 47, member 1	< 0.001	14.215
*Adamts16*	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 mo	< 0.001	13.9153
*Tnfrsf21*	tumor necrosis factor receptor superfamily, member 21	< 0.001	12.0567
*9330159F19Rik*	RIKEN cDNA 9330159F19 gene	< 0.001	11.991
*S100a8*	S100 calcium binding protein A8 (calgranulin A)	0.002	11.9115
*Mmp7*	matrix metallopeptidase 7	< 0.001	11.8858
*Kcnd2*	potassium voltage-gated channel, Shal-related family, member 2	< 0.001	11.8108
*AA986860*	expressed sequence AA986860	< 0.001	11.5917
*Cdh16*	cadherin 16	< 0.001	11.5566
*Trank1*	tetratricopeptide repeat and ankyrin repeat containing 1	< 0.001	11.4235

Fold-Change in gene expression and P-Values are indicated. Positive changes in fold-change represent increased expression in the oviducts of ESR1KO mice.

**Table 4:** Top 20 most highly down-regulated mRNAs in the oviducts of ESR1KO versus WT mice. Overall Model: P < 0.01 and at least a 2-fold change in gene expression.

Gene Symbol	Gene Description	P-value	Fold-Change
*Pcdh17*	protocadherin 17	< 0.001	-10.6901
*Csf3*	colony stimulating factor 3 (granulocyte)	0.002	-11.5917
*Tshr*	thyroid stimulating hormone receptor	< 0.001	-11.8455
*Col6a4*	collagen, type VI, alpha 4	< 0.001	-12.206
*Akr1c14*	aldo-keto reductase family 1, member C14	< 0.001	-12.2614
*Upk1a*	uroplakin 1A	0.001	-12.9078
*Slc6a2*	solute carrier family 6 (neurotransmitter transporter, noradrenalin), member 2	< 0.001	-13.1394
*Lrat*	lecithin-retinol acyltransferase (phosphatidylcholine-retinol-O-acyltransferase)	< 0.001	-13.3562
*Ano4*	anoctamin 4	0.002	-13.6892
*Gp1bb*	glycoprotein Ib, beta polypeptide	< 0.001	-15.0412
*Stat5a*	signal transducer and activator of transcription 5A	< 0.001	-16.1053
*Rtn1*	reticulon 1	< 0.001	-18.0311
*Syn2*	synapsin II	< 0.001	-23.8067
*Ramp3*	receptor (calcitonin) activity modifying protein 3	< 0.001	-24.6301
*Mlc1*	megalencephalic leukoencephalopathy with subcortical cysts 1 homolog (human)	< 0.001	-29.3425
*Hpgds*	hematopoietic prostaglandin D synthase	0.001	-32.2313
*Cyp26a1*	cytochrome P450, family 26, subfamily a, polypeptide 1	0.001	-39.5376
*Dcpp1 /// Dcpp2 /// Dcpp3*	demilune cell and parotid protein 1 /// demilune cell and parotid protein 2 /// demilune cell and parotid protein 3	< 0.001	-47.7492
*2300002M23Rik*	RIKEN cDNA 2300002M23 gene	0.003	-71.6374
*Dcpp3*	demilune cell and parotid protein 3	< 0.001	-77.6391

Fold-Change in gene expression and P-Values are indicated. Negative changes in fold-change represent decreased expression in the oviducts of ESR1KO mice.

**Table 5:** Top 20 most highly up-regulated mRNAs in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice. Overall Model: P < 0.01 and at least a 2 fold-change in gene expression.

Gene Symbol	Gene Description	P-value	Fold-Change
*BC048679*	cDNA sequence BC048679	<0.001	222.15
*Apod*	apolipoprotein D	<0.001	98.02
*Cdh16*	cadherin 16	<0.001	50.13
*Chodl*	Chondrolectin	<0.001	48.14
*Sult1e1*	sulfotransferase family 1E, member 1	<0.001	46.32
*G6pc2*	glucose-6-phosphatase, catalytic, 2	<0.001	42.88
*Pla2g10*	phospholipase A2, group X	<0.001	40.8
*Fgf18*	fibroblast growth factor 18	<0.001	38.17
*Avpr1a*	arginine vasopressin receptor 1A	<0.001	35.78
*Aldh1a3*	aldehyde dehydrogenase family 1, subfamily A3	<0.001	34.76
*Lrrtm1*	leucine rich repeat transmembrane neuronal 1	<0.001	29.44
*Serpina1b*	serine (or cysteine) preptidase inhibitor, clade A, member 1B	<0.001	27.57
*Ager*	advanced glycosylation end product-specific receptor	<0.001	22.77
*Synpr*	Synaptoporin	<0.001	22.32
*S100a8*	S100 calcium binding protein A8 (calgranulin A)	<0.001	20.77
*Adamts16*	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif 16	<0.001	19.82
*Il18r1*	interleukin 18 receptor 1	<0.001	19.45
*S100a9*	S100 calcium binding protein A9 (calgranulin B)	0.0015	17.86
*Atp6v1b1*	ATPase, H+ transporting, lysosomal V1 subunit B1	<0.001	17.8
*Wnt7a*	wingless-related MMTV integration site 7A	<0.001	17.49

Fold-Change in gene expression and P-Values are indicated. Positive changes in fold-change represent increased expression in the oviducts of PMSG-treated ESR1KO mice.

**Table 6:** Top 20 most highly down-regulated mRNAs in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice. Overall Model: P < 0.01 and at least a 2 fold-change in gene expression.

Gene Symbol	Gene Description	P-value	Fold-Change
*Dcpp3*	demilune cell and parotid protein 3	<0.001	-770.92
*2300002M23Rik*	RIKEN cDNA 2300002M23 gene	<0.001	-524.94
*Cyp26a1*	cytochrome P450, family 26, subfamily a, polypeptide 1	<0.001	-131.13
*Tshr*	thyroid stimulating hormone receptor	<0.001	-121.71
*Dcpp1/2/3*	demilune cell and parotid protein 1/demilune cell and parotid protein 2/demilune cell and parotid protein 3	<0.001	-106.94
*Syn2*	synapsin II	<0.001	-91.45
*Slc6a2*	solute carrier family 6 (neurotransmitter transporter, noradrenalin), member 2	<0.001	-77.2
*Upk1a*	uroplakin 1A	<0.001	-77.14
*Hpgds*	hematopoietic prostaglandin D synthase	<0.001	-73.37
*Klk1b24*	kallikrein 1-related peptidase b24	<0.001	-73.19
*Greb1*	gene regulated by estrogen in breast cancer protein	<0.001	-64.6
*Klk1b1*	kallikrein 1-related peptidase b1	<0.001	-62.94
*Klk1b21*	kallikrein 1-related peptidase b21	<0.001	-53.58
*Lrat*	lecithin-retinol acyltransferase (phosphatidylcholine-retinol-O-acyltransferase)	<0.001	-53.53
*Gria1*	glutamate receptor, ionotropic, AMPA1 (alpha 1)	<0.001	-46.45
*Akr1c14*	aldo-keto reductase family 1, member C14	<0.001	-45.65
*Stat5a*	signal transducer and activator of transcription 5A	<0.001	-44.22
*Col6a4*	collagen, type VI, alpha 4	<0.001	-43.1
*Rasd1*	RAS, dexamethasone-induced 1	<0.001	-42.74
*Adh7*	alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide	<0.001	-42.46

Fold-Change in gene expression and P-Values are indicated. Negative changes in fold-change represent decreased expression in the oviducts of PMSG-treated ESR1KO mice.

### Verification of selected DEG’s

The expression of mRNA for *Ccl5*, *Cyp26a1*, *Hpgds*, *Il18rap*, *Lrat*, *Ptgs2*, *S100a8*, and *Upk1a* in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice was determined by real-time RT-PCR. 

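Of the 8 mRNAs chosen for real-time RT-PCR, 5 could be matched on the arrays, and 4 of these were lower and 1 higher in PMSG-treated ESR1KO than in PMSG-treated WT. Cyp26a1, which degrades retinoic acid, averaged 4.16 ± 0.58 (SD, n = 3) in PMSG-treated ESR1KO and 11.20 ± 0.53 in PMSG-treated WT, a log2 difference of -7.03 (SE 0.33, adjusted p = 2.42e-05, limma). Hpgds, a prostaglandin D synthase, differed by -6.20 (SE 0.40, adjusted p = 7.19e-05), and Lrat, which esterifies retinol, by -5.74 (SE 0.28, adjusted p = 2.42e-05). For Upk1a, a uroplakin, the difference was -6.27 (SE 0.50, adjusted p = 0.000194), with PMSG-treated ESR1KO near background. Without PMSG the same 4 genes were lower in ESR1KO by 39.5-fold, 32.2-fold, 13.4-fold and 12.9-fold (adjusted p at most 0.0262). These untreated calls were lost in the methods' unmoderated model (adjusted p at most 0.123, 0.133, 0.0673 and 0.116) and with only the 6 arrays (0.177, 0.174, 0.0956 and 0.163). They were also lost without ESR1KO replicate 3 or WT replicate 2, those of Cyp26a1, Hpgds and Upk1a without ESR1KO replicate 1 or WT replicate 1, and those of Cyp26a1 and Hpgds without WT replicate 3 (0.0521 to 0.138). Untreated ESR1KO replicate 2 held the highest ESR1KO signal of all 4, for instance 7.81 for Cyp26a1 against 3.52 and 3.37 in the other 2 arrays. The untreated log2 differences of the 4 genes, -5.31, -5.01, -3.74 and -3.69, were -6.76, -6.37, -4.50 and -4.36 without that array, and without replicates 1 or 3 as small as -4.54, -4.29, -3.10 and -3.04. The rows of Ccl5, Il18rap and Ptgs2 were not located in the PMSG-treated columns and are not analysed here. These genes sort within the held part of S1 Table but are not named there among the rows past the study's overall model. In Table 7 their array P-values are above the study's limit. The 5 matched genes are those the study listed as changed on these arrays. Their calls are therefore not independent evidence on how the arrays compare with real-time RT-PCR.

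**Figure D1:**
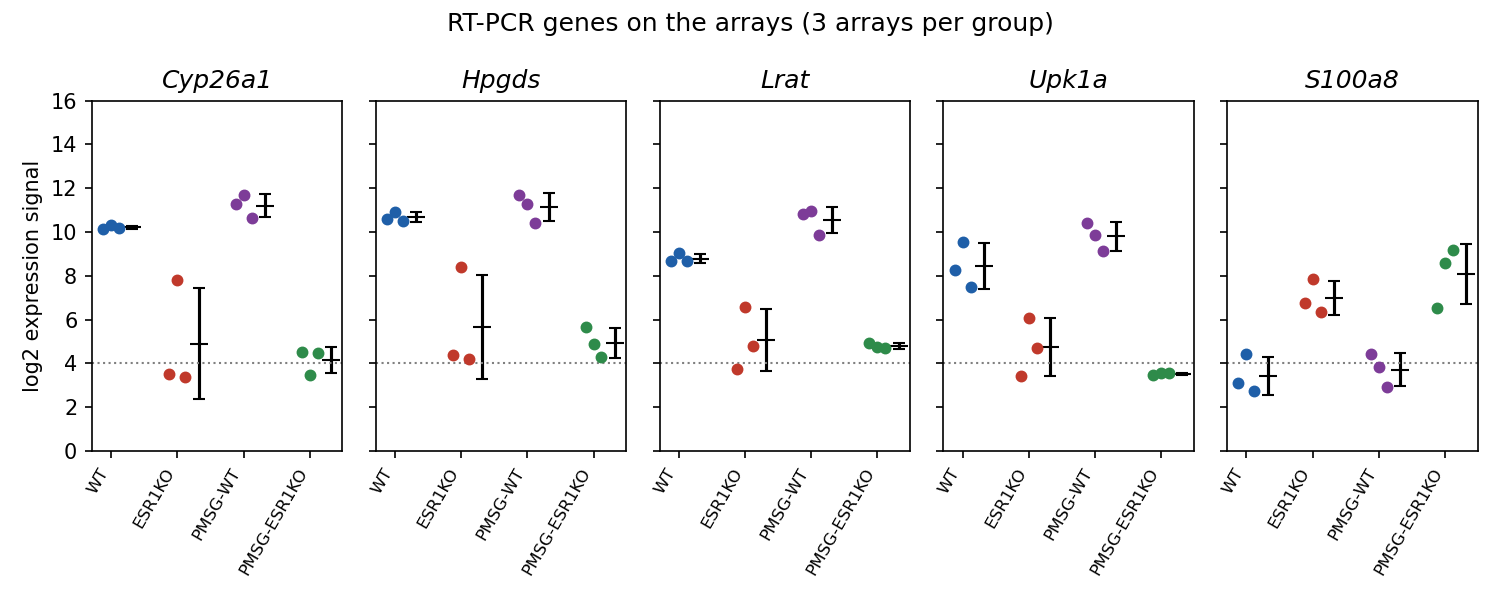
Log2 expression signal of Cyp26a1, Hpgds, Lrat, Upk1a and S100a8 (vertical axis) in each array of the 4 groups; points are arrays, replicates 1 to 3 from left to right, the bar beside them the mean ± SD (n = 3), and the dotted line the near-background limit of 4. The first 4 genes lie lower in both ESR1KO groups, with untreated ESR1KO replicate 2 above the other 2, and S100a8 lies higher in both.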

A comparison of the results obtained by real-time RT-PCR and microarray analysis is presented in Table 7 as a validation of the microarray platform. Overall, real-time RT-PCR revealed the same directional trends in gene expression that were observed by the microarray analysis.

**Table 7:** Comparison of gene expression for selected mRNAs by microarray and real-time RT-PCR in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice.

	Microarray		Real-time RT-PCR	
Gene Symbol	Fold-Change	P-Value	Fold-Change	P-Value
*Ccl5*	2	0.166	4.2	< 0.001
*Cyp26a1*	-131.1	< 0.001	-27.4	< 0.001
*Hpgds*	-73.4	< 0.001	-13.4	< 0.001
*Il18rap*	1	0.22	6.2	< 0.001
*Lrat*	-53.5	< 0.001	-21.8	< 0.001
*Ptgs2*	1.57	0.24	2.19	< 0.001
*S100a8*	20.7	0.0006	18.02	< 0.001
*Upk1a*	-77.1	< 0.001	-38.9	< 0.001

Fold-Change in gene expression and P-Values are indicated after analysis by microarray and by independent real-time RT-PCR. Positive changes in fold change represent increased expression in the oviducts of PMSG-treated ESR1KO mice.

### Gene Ontology Analysis of DEG’s in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice

Consistent with our overall goal of identifying estradiol/ESR1-dependent affects on the oviduct, the molecular functions, cellular components, and biological processes of DEG’s expressed in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice were determined by Gene Ontology (GO) Analyses with significance set to enrichment P-value < 0.01. The significantly enriched molecular function categories using GO are shown in Fig 3A. The categories with the highest enrichment score within molecular functions were binding, catalytic and transporter activities. Significantly enriched cellular component categories are shown in Fig 3B. 

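Of 42 collagen genes on the array, 16 were matched, of which 8 were higher, 2 lower and 6 not called in PMSG-treated ESR1KO versus PMSG-treated WT (8 and 4 when adjusted over the list alone). Col13a1, a transmembrane collagen, averaged 8.97 ± 0.26 (SD, n = 3) in PMSG-treated ESR1KO and was 9.69-fold lower in PMSG-treated WT (adjusted p = 7.72e-05, limma). Col25a1 ran the other way, at 4.47 ± 0.08 and 7.75 ± 0.33 (9.70-fold lower, adjusted p = 0.000105). Of 37 metalloproteinase and inhibitor genes, 14 were matched, of which 8 were higher and 1 lower (9 and 1 over the list alone). Adamts16 was 19.8-fold higher (9.72 ± 0.24 against 5.41 ± 0.73, adjusted p = 0.000397). Fibronectin (Fn1), of 20 stromal matrix genes on the array of which 8 were matched, was 6.53-fold lower (10.06 ± 0.15 against 12.76 ± 0.19, adjusted p = 2.71e-05), as were 2 others, while 2 were higher (2 and 4 over the list alone). Of 24 claudins, membrane proteins of tight junctions, 7 were matched, of which 5 were higher, Cldn4 by 14.7-fold and Cldn9 by 10.7-fold (near background in PMSG-treated WT), and 2 lower. The log2 difference of Cldn4 was 3.87, and 4.51 without PMSG-treated ESR1KO replicate 1. In ESR1KO versus WT the numbers higher and lower were 0 and 3 for collagens (3 and 3 over the list alone), 3 and 1 for metalloproteinases and inhibitors (5 and 2), 1 and 3 for stromal matrix genes (1 and 4) and 2 and 2 for claudins (3 and 2). The 3 lower collagens there, Col1a2, Col5a3 and Col6a4, lost their calls with only the 6 arrays (adjusted p at most 0.167, 0.0999 and 0.0531). Col1a2 and Col5a3 also lost theirs in the methods' unmoderated model (0.133 and 0.0739). Adamts3 and Cldn11, higher there, lost their calls under both settings. In PMSG-treated ESR1KO versus PMSG-treated WT, 5 collagens were higher in the methods' unmoderated model. Adamts4, the metalloproteinase gene that was lower, lost its call in that model and without PMSG-treated ESR1KO replicate 3. The matched genes come from a list the study chose on these arrays, so the counts are not independent evidence of a direction.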

The most highly enriched cellular component categories were the extracellular region/matrix and the cell membrane. Significantly enriched biological processes are indicated in Fig 3C, with the most highly enriched categories including those involving a single organism, modulating a measurable attribute (biological regulation) and specific outcome (developmental process).

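Developmental signalling genes were among those that differed between PMSG-treated ESR1KO and PMSG-treated WT. Of 41 genes on the array taken by symbol as Wnt ligands, receptors, inhibitors and targets, 13 were matched, of which 9 were higher, 2 lower and 2 not called (9 and 3 when adjusted over the list alone). One of the 9 is Fzd10os, an opposite-strand transcript and not a Wnt gene, without which 8 of 12 matched genes were higher, and Wnt7a was located by fold change alone. The inhibitor Sfrp1 averaged 11.26 ± 0.31 (SD, n = 3) against 9.29 ± 0.50 (3.92-fold higher, adjusted p = 0.00214, limma), and the receptor Fzd10 8.22 ± 0.21 against 6.25 ± 0.58 (3.91-fold higher, adjusted p = 0.00441). The lower genes were the inhibitor Dkk3 and the receptor Fzd5, both named after their values were seen, with Fzd5 at 8.06 ± 0.11 against 9.74 ± 0.25 (3.20-fold lower, adjusted p = 0.00049). The call of Dkk3 was lost in the methods' unmoderated model, with only the 6 arrays, and without PMSG-treated ESR1KO replicates 2 or 3 or PMSG-treated WT replicates 1 or 2 (adjusted p from 0.0512 to 0.0975). The other members were not found in the held part of S1 Table, and no value is given for them. Of the 41 genes, 19 sort after that part. Fgf18, a growth factor, was 38.2-fold higher, with PMSG-treated WT near background. The regional gene Lhx1 was the only matched member of 13 Hox and related genes, and its signal was 4.58 ± 0.64 against 2.59 ± 0.09, the latter near background (3.97-fold, adjusted p = 0.00286, not called with a mean signal of at least 4).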

**Fig 3:**
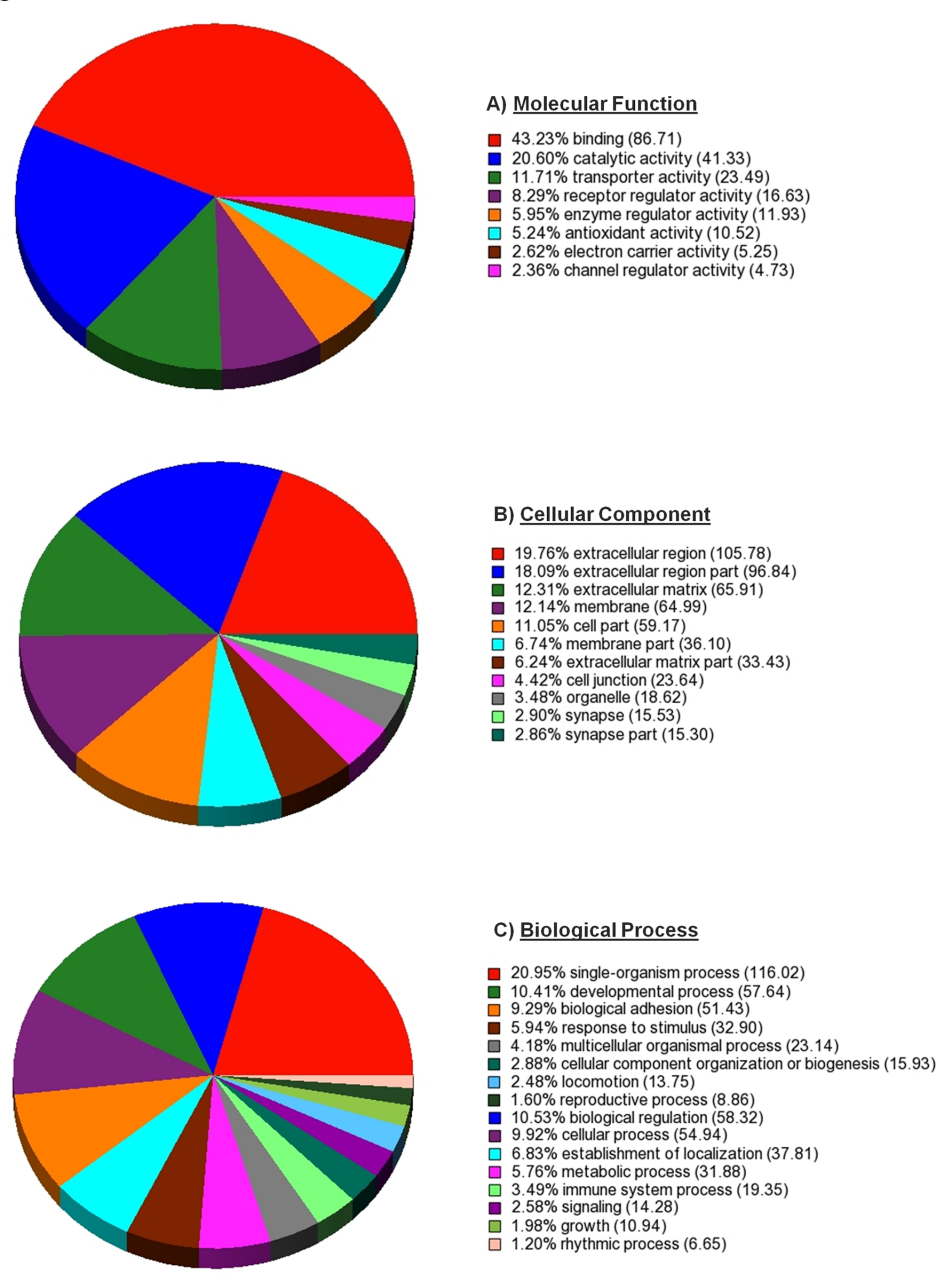
Gene Ontology (GO) analysis with Molecular Function, Cellular Component and Biological Processes categories. Pie chart shows the distribution of the DEG’s in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice that were matched to A) a Molecular Function, B) a Cellular Component, and C) a Biological Process, using GO.

### Ingenuity Pathway Analysis of DEG’s in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice

Canonical pathway analysis of DEG’s from PMSG-treated ESR1KO versus PMSG-treated WT mice was performed using QIAGEN’S Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, www.qiagen.com/ingenuity). The six most significant pathways identified by Ingenuity Pathway Analysis software are provided in Fig 4, and are reflective of ESR1-dependent regulation of the immune response. 

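Most matched molecules of the 6 pathways were called in PMSG-treated ESR1KO versus PMSG-treated WT. For axonal guidance signalling, 53 of the 59 molecules of S2 Table were matched, 34 higher and 17 lower. For macrophages, fibroblasts and endothelial cells in rheumatoid arthritis the numbers were 25 higher and 14 lower of 40 matched, and for leukocyte extravasation 21 and 8 of 29. Acute phase response gave 12 and 8 of 20, osteoblasts, osteoclasts and chondrocytes in rheumatoid arthritis 17 and 9 of 27, and hepatic fibrosis 18 and 7 of 25. In ESR1KO versus WT the numbers higher and lower were, in the same order, 6 and 12, 10 and 7, 8 and 6, 6 and 4, 6 and 5, and 3 and 2. The kinase subunits Pik3r1 (higher) and Pik3r3 (lower) are molecules of 5 of the 6 pathways, and the Wnt receptors Fzd1, Fzd3, Fzd7 and Fzd10 (higher) and Fzd5 (lower) of 3. Wnt7a, counted in the same 3, was located by fold change alone. The adhesion molecule Icam1, a ligand of leukocyte integrins, averaged 8.74 ± 0.11 (SD, n = 3) in PMSG-treated ESR1KO and 6.84 ± 0.10 in PMSG-treated WT (3.74-fold, adjusted p = 0.000174, limma). Among axon guidance genes listed by symbol, 13 of 71 on the array were matched, of which 8 were higher and 3 lower (8 and 4 when adjusted over the list alone), and 0 and 2 in ESR1KO versus WT (2 and 3 over the list alone). These included the ephrin receptor Epha4 (3.23-fold higher, adjusted p = 0.00263) and the netrin receptor Dcc (6.57-fold lower, adjusted p = 0.00473, near background in PMSG-treated ESR1KO). The number of higher axon guidance genes was 4 with only the 6 arrays compared or without PMSG-treated ESR1KO replicate 3, and 5 in the methods' unmoderated model and without PMSG-treated ESR1KO replicate 2 or PMSG-treated WT replicate 1. The study chose the molecules as changed on these arrays, so their counts are not independent evidence and no enrichment was tested. The paper states that these pathways reflect a regulation of the immune response that depends on ESR1.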

The top upstream regulators were tumor necrosis factor (TNF), interferon gamma (IFNG), interleukin 1β (IL1B), amyloid β (A4) precursor protein (APP) and interleukin 13 (IL13). 

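Of the 5 upstream regulators, only App was matched in the PMSG-treated groups. App, the amyloid precursor gene, averaged 14.05 ± 0.17 (SD, n = 3) in PMSG-treated ESR1KO and 13.57 ± 0.15 in PMSG-treated WT, a 1.40-fold difference (adjusted p = 0.042, limma) that did not reach the 2-fold minimum. In untreated ESR1KO, the signals of the cytokine genes were near background, at 1.74 ± 0.07 for Tnf, 2.39 ± 0.10 for Ifng, 2.76 ± 0.05 for Il1b and 2.23 ± 0.06 for Il13 (SD, n = 3). Their rows in the other 9 arrays were not located and are not analysed here. Tnf sorts after the held part of S1 Table. Ifng, Il1b and Il13 sort within it but are not named there among the rows past the study's overall model. Among genes commonly induced through NF-kB, a factor activated by TNF and IL1B, 6 of 21 on the array were matched, of which 3 were higher (Nfkbie, Icam1 and Bcl3) and 1 lower (Nfkbia), as when adjusted over the list alone. Nfkbie was 3.08-fold higher (adjusted p = 0.00535, near background in PMSG-treated WT). Bcl3 lost its call without PMSG-treated ESR1KO replicates 2 or 3 or PMSG-treated WT replicate 1, and Bcl3 and Nfkbia when only the 6 arrays were fitted. The matched macrophage genes Csf1r, Mrc1, Lyz2 and Cd163 were also higher in PMSG-treated ESR1KO. Interferon-response genes went the other way: of 26 on the array 5 were matched, of which 0 were higher and 4 lower. When only the 6 arrays were fitted, or in the methods' unmoderated model, 1 of them was called lower. The number lower was also 1 without PMSG-treated ESR1KO replicate 3 or PMSG-treated WT replicate 1. It was 2 without PMSG-treated ESR1KO replicates 1 or 2 or PMSG-treated WT replicate 2.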

The top regulator effect networks included a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 (ADAMTS12), homeodomain interacting protein kinase 2 (HIPK2), interleukin 22 (IL22), interleukin 27 (IL27), toll-like receptor 3 (TLR3), toll-like receptor 4 (TLR4) and conserved helix-loop-helix ubiquitous kinase (CHUK) as their primary regulators. 

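Of 128 genes on the array taken by symbol as chemokines, interleukins and their receptors, 24 were matched, of which 13 were higher, 4 lower and 7 not called in PMSG-treated ESR1KO versus PMSG-treated WT (14 and 4 when adjusted over the list alone). The other members were not located in the PMSG-treated columns. Only 2 of the 128 sort after the held part of S1 Table. The rest of the unmatched members were not named there among the rows past the study's overall model. Whether they are unchanged was not tested. Of 17 macrophage genes on the array 4 were matched, and these (Csf1r, Mrc1, Lyz2 and Cd163) were higher in the same comparison, as when adjusted over the list alone, although 2 were called when only the 6 arrays were fitted or without PMSG-treated ESR1KO replicate 2. The alarmin Il33 averaged 11.34 ± 0.17 (SD, n = 3) in PMSG-treated ESR1KO and 7.79 ± 0.79 in PMSG-treated WT (11.7-fold, adjusted p = 0.00049, limma). Il15ra, a receptor chain for IL15, was 5.16-fold higher (adjusted p = 0.00322, near background in PMSG-treated WT), and Il15 itself 2.70-fold (adjusted p = 0.0168). Il18bp, which encodes the binding protein that blocks IL18, was 20.0-fold lower (4.19 ± 0.97 against 8.51 ± 0.46, adjusted p = 0.00103). The chemokine Cxcl14 was 3.31-fold lower (adjusted p = 0.00937) and the chemokine receptor gene Ackr3 (Cxcr7) 3.32-fold lower (adjusted p = 0.00448). The folds of Cxcl16 (1.73), Cxcr4 (1.61), Il16 (1.62) and Il18 (1.82), and of Ilf2 (1.31), which is not in the list, were under 2 and were not called. The call of Il15 was lost with only the 6 arrays (adjusted p = 0.0574) and without PMSG-treated ESR1KO replicates 2 or 3 or PMSG-treated WT replicate 2 (0.0652, 0.0807 and 0.0586). The number of higher genes was 6 when only the 6 arrays were fitted, 8 with the methods' unmoderated model, and 5 and 7 without PMSG-treated ESR1KO replicates 3 and 2. The genes come from the study's own list of changed genes.

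**Figure D2:**
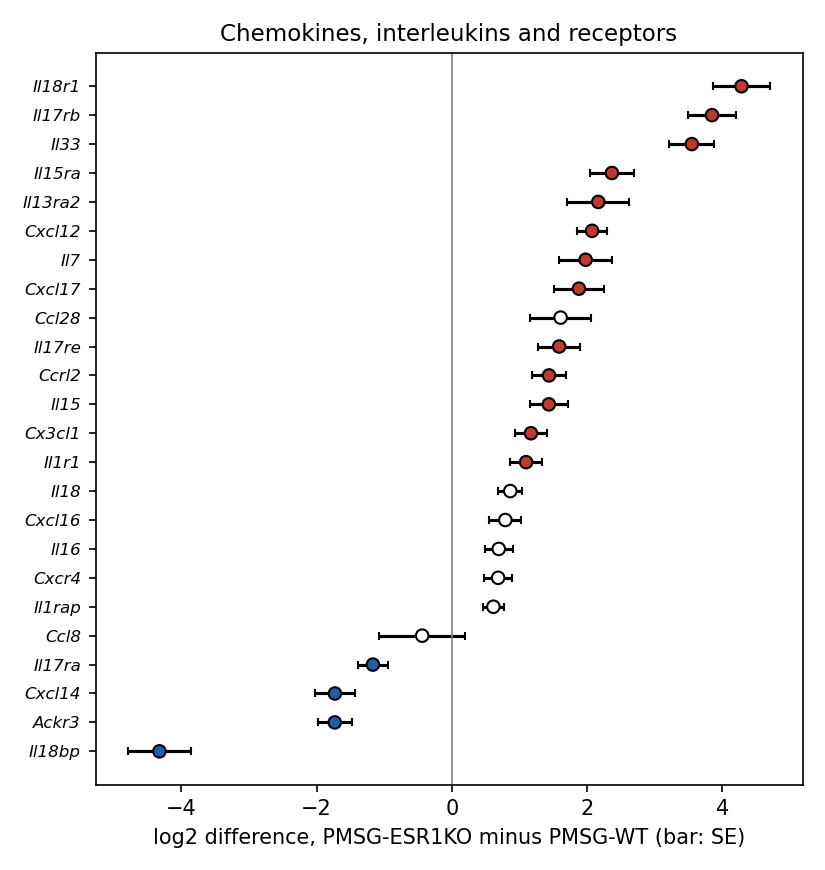
Log2 difference between PMSG-treated ESR1KO and PMSG-treated WT (horizontal axis) of the 24 matched chemokine, interleukin and receptor genes, with bars of ± 1 SE (n = 3 arrays per group). Red points are called higher (13 genes), blue points lower (4) and white points not called (7).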

With pathway analysis indicating the immune response as a primary canonical pathway, a listing of differentially expressed mRNAs specifically encoding chemokines, interleukins and their receptors in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice is provided as Table 8. All the significant pathways (P-value < 0.05) and the corresponding molecules differentially expressed within the pathways from PMSG-treated ESR1KO versus PMSG-treated WT mice are provided in S2 Table.

**Fig 4:**
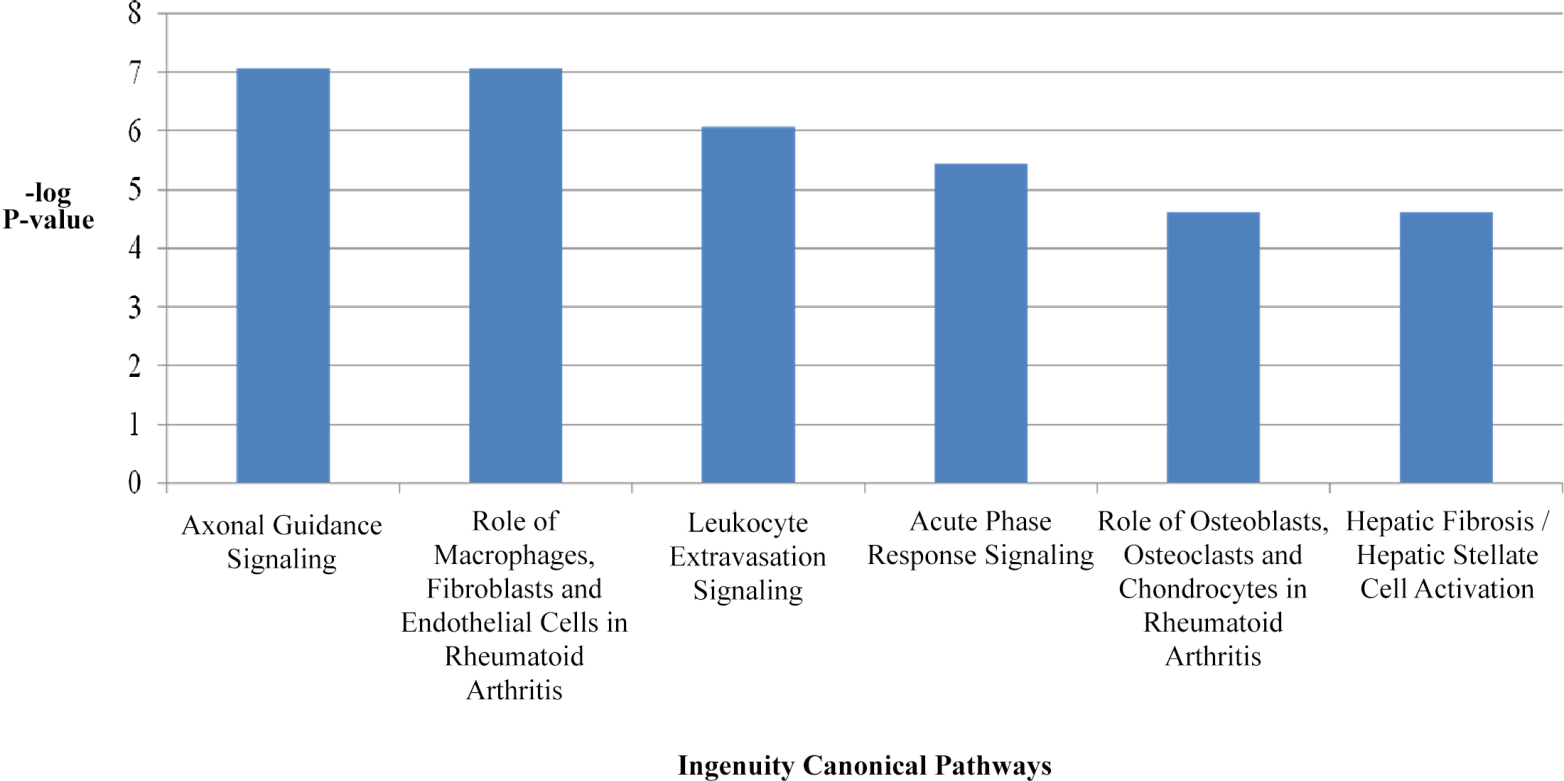
Most highly significant canonical pathways identified in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT identified using QIAGEN’S Ingenuity Pathway Analysis.

**Table 8:** Differentially expressed mRNAs encoding chemokines, interleukins and their receptors in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice. Overall Model: P < 0.01 and at least a 2-fold change in gene expression.

Gene Symbol	Gene Description	P-value	Fold-Change
*Cx3cl1*	chemokine (C-X3-C motif) ligand 1	0.004	2.25
*Cxcl12*	chemokine (C-X-C motif) ligand 12	< 0.001	4.21
*Cxcl14*	chemokine (C-X-C motif) ligand 14	0.001	-3.31
*Cxcl16*	chemokine (C-X-C motif) ligand 16	0.011	1.73
*Cxcl17*	chemokine (C-X-C motif) ligand 17	0.003	3.68
*Cxcr4*	chemokine (C-X-C motif) receptor 4	0.063	1.61
*Cxcr7*	chemokine (C-X-C motif) receptor 7	< 0.001	-3.32
*Il13ra2*	interleukin 13 receptor, alpha 2	0.003	4.48
*Il15*	interleukin 15	< 0.001	2.70
*Il15ra*	interleukin 15 receptor, alpha chain	< 0.001	5.16
*Il16*	interleukin 16	0.002	1.62
*Il17ra*	interleukin 17 receptor A	< 0.001	-2.25
*Il17rb*	interleukin 17 receptor B	< 0.001	14.38
*Il17re*	interleukin 17 receptor E	0.002	3.00
*Il18*	interleukin 18	0.002	1.82
*Il18bp*	interleukin 18 binding protein	< 0.001	-20.01
*Il18r1*	interleukin 18 receptor 1	< 0.001	19.45
*Il1r1*	interleukin 1 receptor, type I	0.001	2.14
*Il1rap*	interleukin 1 receptor accessory protein	< 0.001	1.53
*Il33*	interleukin 33	< 0.001	11.69
*Il7*	interleukin 7	0.001	3.94
*Ilf2*	interleukin enhancer binding factor 2	0.012	1.31

Fold-Change in gene expression and P-Values are indicated. Positive changes in fold-change represent increased expression in the oviducts of PMSG-treated ESR1KO mice.

## Discussion

The objective of this study was to determine estradiol/ESR1-dependent changes to the transcriptome of the mouse oviduct, with the overall goals of increasing our understanding of steroidal regulation of this often overlooked reproductive organ, and to provide the identity of ESR1-regulated genes that may prove to be important modulators of oviductal function and fertility in the future. While our focus was on the identification and bioinformatic analysis of DEG’s in the oviducts of PMSG-treated WT versus PMSG-treated ESR1KO mice, the identity of all DEG’s identified by this analysis have been provided (S1 Table), and the raw data (*.cel files) plus the GC-RMA-normalized and log_2_ transformed transcript data have been deposited into the Gene Expression Omnibus. Important to note, whole oviducts were collected for transcriptomal analysis from WT and ESR1KO mice. Future research of targeted mRNAs identified by this analysis will therefore need to include determination of potential differences in spatial location of a gene or protein between the ampulla and isthmus, as well as cellular localization within a specific section of the oviduct. Furthermore, this study was performed to determine estradiol/ESR1-dependent regulation; genomic signaling via ESR2 and non-genomic effects of estradiol on the oviduct via activation of G-protein-coupled receptor 30 (GPR30, [20]) should not be overlooked, nor potential interactions. Indeed, regardless of treatment with PMSG, we observed that ablation of ESR1 resulted in a 1.6-fold increase in the expression of mRNA for *Gpr30* in the oviduct (S1 Table).

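Gper1, the gene of the receptor GPR30, had a low signal in the oviduct. It averaged 5.86 ± 0.16 (SD, n = 3) in ESR1KO and 5.14 ± 0.23 in WT, and 5.44 ± 0.34 and 4.75 ± 0.34 in the PMSG-treated groups. The difference was 1.65-fold without PMSG (adjusted p at most 0.507, limma) and 1.61-fold with PMSG (adjusted p = 0.19), both under the 2-fold minimum. The bound without PMSG does not settle whether that difference passes the test, and the difference with PMSG did not pass it. Over both PMSG conditions the genotype term was 0.71 on the log2 scale (SE 0.17, unadjusted p = 0.00174 and adjusted p at most 0.0501, a bound that leaves the call open), with every ESR1KO array above every WT array within each condition. It was called without the variance trend (0.0274), with a mean signal of at least 4 (0.0243), with the replicate number as a block (0.00895) and without PMSG-treated ESR1KO replicate 2 (0.0494) or PMSG-treated WT replicate 1 (0.0499). Esr2, the gene of the other nuclear estrogen receptor, was near background in untreated ESR1KO at 1.76 ± 0.03 (SD, n = 3) and was not located in the other groups.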

ESR1-dependent regulation of immune function was a leading canonical pathway identified. Of note, inflammation and the immune response is a required physiological occurrence within the oviduct as this organ is exposed to freshly ovulated cumulus-oocyte complexes, associated follicular debris, spermatozoa, seminal fluids and possibly an array of foreign pathogens at ovulation and/or mating [21,22,23,24]. However, salpingitis or aberrant inflammation is also one of the most common forms of pelvic inflammatory disease (PID) and is one of the most important components of the PID spectrum due to its impact on female fertility (reviewed in [25]). This uncontrolled inflammation results in oviductal epithelial cell death, tubal scarring and eventually occlusion [26,27,28,29,30], making identification of the specific transcripts involved in ESR1-dependent regulation of immune function a salient finding of this transcriptomal analysis.

Overall, with significance set to P < 0.01, greater than two thousand transcripts were determined to be differentially regulated. 

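Most genes that differed between PMSG-treated ESR1KO and PMSG-treated WT had a difference of the same direction without PMSG. Of 566 matched probe sets higher with PMSG, 155 were also called higher in ESR1KO versus WT and 548 had the same direction, with median log2 differences of 1.66 with PMSG and 0.97 without. Of 399 that were lower, 138 were also called lower and 389 had the same direction, with medians of -1.77 and -1.06. In ESR1KO versus WT, 1 of the 399 and 0 of the 566 were called the other way. The overlaps of 155 and 138 rest on the calls in ESR1KO versus WT. Those calls were fewer without any single WT array and more without PMSG-treated WT replicate 3. Shisa3 averaged 5.02 ± 0.63 (SD, n = 3) in PMSG-treated ESR1KO and 2.27 to 2.43 in the other 3 groups, near background, a log2 interaction of 2.64 (adjusted p at most 0.0481, limma) that lost its call in most settings run. The interaction was called for 4 of the 566 and 8 of the 399. Another 75 matched probe sets were called in ESR1KO versus WT and not with PMSG. The 2 comparisons share no array, but the probe sets were chosen in the study as changed, so the overlap is not independent evidence. The 566 and 399 were also selected by their call with PMSG, which by itself favours larger medians there.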

A pairwise comparison of DEG’s in 23 day old ESR1KO and WT mice (i.e. without PMSG-stimulated production of ovarian estradiol) revealed 664 DEG’s, and a pairwise comparison of DEG’s in PMSG-treated WT versus PMSG-treated ESR1KO oviducts revealed 1185 differentially regulated genes, which were subsequently analyzed for gene ontology as well as with Ingenuity Pathway Analysis (IPA®, QIAGEN), which uses multiple databases to extrapolate significant canonical pathways based on the number of genes expected to be expressed within each pathway. With the exception of axonal guidance signaling (reviewed in [31]), the other top canonical pathways (Fig 4) were all directly related to immune function, as were the 5 top upstream regulators (TNF, IFNG, IL1B, APP and IL13).

We have previously reported that the expression of the hematopoetic form of prostaglandin D synthase (HPGDS), a putative regulator of inflammation in the oviduct, is dependent upon ESR1 [15]. In that study, genetic deletion of ESR1 reduced the expression of mRNA encoding *Hpgds* and inhibition of HPGDS in wild-type mice by treatment with HQL-79 (Cayman Chemical, Ann Arbor, MI) resulted in a 2.3-fold increase in the expression of mRNA for one of the upstream regulators identified herein (IL13), a 2.9-fold increase in the expression of mRNA for chemokine (C-X-C motif) ligand 12 (*Cxcl12)*, as well as a 1.8-fold increase in the expression of mRNA for TNF receptor superfamily, member 1b (*Tnfrsf1b*) which is also known as TNF receptor 2 (TNFR2), one of the two receptors that bind TNFα. Herein, the expression of mRNA for *Cxcl12* and *Tnfrsf1b* was 4.2- and 2.5-fold higher in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice (Table 8 and S1 Table). 

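Cxcl12, a chemokine that attracts lymphocytes and other cells through CXCR4, averaged 12.72 ± 0.39 (SD, n = 3) in PMSG-treated ESR1KO and 10.65 ± 0.32 in PMSG-treated WT. This was a log2 difference of 2.07 (SE 0.23, 4.21-fold, adjusted p = 0.00103, limma), with every PMSG-treated ESR1KO array above every PMSG-treated WT array. In untreated ESR1KO, the 2 probe sets of Tnfrsf1b had signals of 7.15 ± 0.27 and, near background, 2.43 ± 0.06. The gene sorts after the held part of S1 Table, and its PMSG-treated signal is not analysed here.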

Taken together, our results are consistent with regulation of inflammation within the oviduct acting, in part, through ESR1-dependent HPGDS signaling. Of physiological relevance, the expression of TNFα is reported to increase after infection of human oviducts with *Neisseria gonorrhoeae in vitro* [32] and genetic deletion of IL13 in mice improves the rate of clearance after genital infection with *Chlamydia muridarum* [33], two bacterial pathogens known to induce an inflammatory response within the oviduct [34,35]. 

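Il13ra2, a receptor chain that binds IL13, averaged 8.19 ± 0.09 (SD, n = 3) in PMSG-treated ESR1KO and 6.02 ± 1.10 in PMSG-treated WT, a log2 difference of 2.17 (SE 0.46, adjusted p = 0.0241, limma). The difference was larger than the spread between arrays, but its call was lost without any single PMSG-treated ESR1KO array, without PMSG-treated WT replicate 2, in the methods' unmoderated model and with only the 6 arrays compared (adjusted p from 0.0614 to 0.0977). In untreated ESR1KO its signal was 7.60 ± 0.57 (SD, n = 3).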

Interestingly, the expression of mRNA encoding IL13 receptor, alpha 2 (*Il13ra2*), but not *Il13*, was increased in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice (Table 8).

Of the mRNAs selected for independent analysis by real-time RT-PCR, directional trends were consistent among microarray and RT-PCR analyses (Table 7). Analysis by real-time RT-PCR also revealed that the expression of *Ptgs2* and *Il18rap* was increased in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice. Importantly, for these two transcripts, microarray analysis revealed the same directional trend and a similar magnitude or fold-change in expression. Estradiol is a known regulator of PTGS2 in the oviduct [36], and IL18RAP together with the receptor IL18R1 (interleukin 18 receptor 1) mediates IL18-dependent activation [37,38]. IL18 is a Caspase-1-dependent inflammatory cytokine induced by infection with *C*. *trachomatis* [39]. We observed a 19-fold increase in the expression of *Il18r1* in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice (Tables 5–8), which is also consistent with the regulation of the IL18 receptor by estradiol, as reported in the uterine endometrium [40]. 

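Il18r1, the ligand-binding chain of the IL18 receptor, averaged 10.48 ± 0.10 (SD, n = 3) in PMSG-treated ESR1KO and 6.20 ± 0.98 in PMSG-treated WT, a 19.4-fold difference (adjusted p = 0.000654, limma). Without PMSG it was 10.68 ± 0.25 in ESR1KO and 7.77 ± 0.37 in WT, a 7.52-fold difference (adjusted p at most 0.00705). In both comparisons each ESR1KO array lay above each WT array. The partner chain Il18rap was near background in untreated ESR1KO, at 1.93 ± 0.04 and 2.75 ± 0.10 for its 2 probe sets.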

Among the other DEG’s encoding interleukins, mRNA encoding IL17 receptors A, B and E (*Il17ra*, *Il17rb* and *Il17re*) as well as interleukin 1 receptor, type 1 (*Il1r1*) and interleukin 1 receptor accessory protein (*Il1rap*) differed in the oviducts of PMSG-treated ESR1KO versus PMSG-treated WT mice (Table 8). 

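Among the IL17 receptor genes, Il17rb, which with Il17ra forms the receptor for IL25, was 14.4-fold higher in PMSG-treated ESR1KO (10.36 ± 0.31 against 6.51 ± 0.79, SD, n = 3; adjusted p = 0.000449, limma). Il17re was 3.00-fold higher (9.66 ± 0.04 against 8.07 ± 0.75, adjusted p = 0.0172), whereas Il17ra was 2.25-fold lower (7.52 ± 0.04 against 8.69 ± 0.47, adjusted p = 0.0145). Il1r1, the signalling receptor for IL1, was 2.14-fold higher (9.28 ± 0.21 against 8.19 ± 0.46, adjusted p = 0.0237). Il1rap averaged 7.92 ± 0.08 against 7.31 ± 0.11, which did not pass the test (1.53-fold, adjusted p = 0.0525). Il17re and Il1r1 lost their calls in the methods' unmoderated model and without PMSG-treated ESR1KO replicates 2 or 3, Il1r1 also without PMSG-treated WT replicates 1 or 2, Il17ra without PMSG-treated ESR1KO replicate 3 or PMSG-treated WT replicate 3, and all 3 with only the 6 arrays compared.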

Mice deficient in IL17 display an attenuated response to genital infection with *C*. *muridarium* [41], whereas IL1 is an established regulator of *C*. *trachomatis*-induced inflammation in the oviduct [42]. Our results therefore revealing estradiol/ESR1-dependent changes within the oviduct of transcripts reported to affect inflammation in response to targeted bacterial challenges by others.

Differences in the magnitude of change were observed for some transcripts by microarray analysis versus real-time RT-PCR, as expected [43], whereas technique did not affect the magnitude of change for others. For example, microarray analysis revealed that the S100 calcium binding proteins A8 and A9 were increased by 21-and 18-fold, respectively, in PMSG-treated ESR1KO versus PMSG-treated WT oviducts (Table 5). 

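S100a8 and S100a9 encode the 2 subunits of calprotectin, a protein abundant in neutrophils. S100a8 averaged 8.10 ± 1.37 (SD, n = 3) in PMSG-treated ESR1KO and 3.72 ± 0.77 in PMSG-treated WT, a 20.8-fold difference (adjusted p = 0.00766, limma). S100a9 averaged 6.92 ± 1.98 and 2.76 ± 0.41, a 17.9-fold difference (adjusted p = 0.0172). Both were near background in PMSG-treated WT, so the folds depend on the background correction. The log2 differences of 4.38 and 4.16 were 5.15 and 5.30 without PMSG-treated ESR1KO replicate 1, and that of S100a9 was 3.51 without replicate 3 of that group. Of 14 genes of the S100 family on the array, 2 were matched, and these 2 were higher, as when adjusted over the list alone. The symbol pattern also took S100pbp, which is not of the family and was not called. S100a9 lost its call without PMSG-treated ESR1KO replicates 2 or 3 or PMSG-treated WT replicate 2, in the methods' unmoderated model and with only the 6 arrays compared. Other neutrophil genes were not matched; in untreated ESR1KO, 8 of 9 on the array were near background, with a median signal of 2.26.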

Real-time RT-PCR confirmed the increased expression of S100A8, with the relative expression for this mRNA increased by 18-fold in the PMSG-treated ESR1KO oviduct (Table 7). The S100 calcium binding proteins are pro-inflammatory, inducing chemotaxis and adhesion of neutrophils [44] and increasing IL1β secretion by IFNG-primed monocytes [45]. Again, consistency with targeted bacterial studies is observed; IL1 signaling and IL1β secretion are involved in the response of the oviduct to infection with *C*. *muridarium* [46].

To conclude, this transcriptomal analysis can provide us with great insight into estradiol/ESR1-dependent regulation of oviductal gene expression and presumably function. Pathway analysis illustrated the complex role of estradiol and ESR1 in regulating oviductal function and identified putative ESR1-dependent molecules involved. This dataset can now be examined in greater detail by others with the hope of expanding our understanding of ESR1-dependent regulation of physiological function in this key reproductive organ.

## Supporting Information

S1 Table Listing of the 2428 differentially expressed genes (P < 0.01, FDR < 0.13) identified by two-way ANOVA and pairwise comparison (LSD test). Gene symbol, gene title and all pair-wise comparisons, P-values and fold changes in expression are indicated.
(XLS) Click here for additional data file.

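S1 Table gives, for each probe set past the overall model of the two-way analysis, the P-values of genotype, PMSG and their interaction, and the P-value and fold change of each of the 4 pairwise comparisons. A negative fold change means a lower signal in the first group named. The FDR printed beside the smallest P-values corresponds to 45101 tests, the number of probe sets on the array. In the held part, each table row could be matched to the deposited values, for 18 rows as the closest of several candidates in the untreated ESR1KO columns, and the table's p-values were recomputed from those values to within 0.299%.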

S2 Table Complete results of the canonical pathway analysis of DEG’s from PMSG-treated ESR1KO versus PMSG-treated WT mice, performed using QIAGEN’S Ingenuity Pathway Analysis (IPA, QIAGEN, Redwood City, www.qiagen.com/ingenuity). All the significant pathways (P-value ≤ 0.05) and the corresponding molecules differentially expressed within the pathways from PMSG-treated ESR1KO versus PMSG-treated WT mice are indicated.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

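Oviductal RNA of immature ESR1KO and WT mice, untreated at 23 days of age or collected 48 h after 5 IU PMSG, was measured on 12 Affymetrix Mouse Genome arrays, 3 per group, each of RNA pooled from 3 to 4 mice. The paper states that replicates used different mice. The WT mice were sibling controls carrying 1 floxed and 1 deleted copy of ESR1.

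The deposited values are log2 expression signals made by the authors in Partek Genomics Suite 6.6 with GC-RMA background correction, quantile normalization and median polish of the probes of a probe set. The table holds 45101 rows, 64 of them Affymetrix controls, and no detection calls. Of the probe sets, 34958 had 1 gene symbol in the probe annotation, 932 several and 9211 none, and none was named from several. Array medians ranged from 5.63 to 5.75 and 41.5% to 42.3% of the signals on each array were under 4, taken as near background. Background correction compresses weak signals, so folds against such a group are uncertain.

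The untreated ESR1KO columns follow the probe set names of the table, and the other 9 columns share another row order. The held part of S1 Table (the first 1997 of 2428 rows) was used to find rows. Its fold changes of PMSG-treated ESR1KO against PMSG-treated WT, and of PMSG-treated WT against WT, located each gene in the 9 columns. The level implied for untreated ESR1KO, and 8 p-values of the table recomputed from the candidate rows, located its row in those columns. All 1997 rows were matched, at a largest distance of 8.76e-05 on the log2 scale and with p-values within 0.299%; 18 had a second candidate within the p-value limit for the untreated ESR1KO columns, of which the closest was taken. With fold changes drawn from different genes, 2 of 1997 decoys came as close as 95% of the true matches. The symbol of the matched probe set, not used in the match, equalled that of S1 Table for 1896 of 1903 rows with one (99.6%), directly or through a synonym of the RefSeq gene table of GRCm38.p6, and for 0 rows after shuffling. A further 13 rows named in Tables 3 to 8 were located from the folds printed there, 9 of them in all 12 columns; Tshr, Wnt7a and the rows taken for the values of Aldh1a3 in Table 5 and Greb1 in Table 6 rest on the fold alone. This gave 2010 matched rows, 1860 of them named by 1 symbol. On simulated tables of 20000 rows, 500 of 500 rows were matched correctly.

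Row order changed the planned analysis, which was 1 fit over all 12 arrays with 1 probe set per gene. PMSG-treated ESR1KO versus PMSG-treated WT and PMSG-treated WT versus WT were fitted over all 45101 rows of the 9 columns with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a variance trend), with Benjamini-Hochberg adjustment. Rows here are probe sets, mostly unnamed. ESR1KO versus WT, PMSG-treated ESR1KO versus ESR1KO and the genotype, PMSG and interaction terms were fitted on the matched rows of all 12 arrays, with the prior variance of the 9-array fit (prior degrees of freedom 2.87) and adjustment as for 45101 tests. Their adjusted p is therefore an upper bound, and a probe set not called there, or a call lost under another setting, is not shown to fail the test. A pairwise difference was called at an adjusted p under 0.05 and at least 2-fold, and a term at an adjusted p under 0.05. Data were simulated for PMSG-treated ESR1KO versus PMSG-treated WT over 45101 rows. Of rows changed by a log2 difference of 1.5, 37 of 50 were called in the right direction. For changes of 2, 3 and 4 the numbers were 38, 48 and 49 of 50. Of rows with no simulated change, 4 were called.

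Named genes were fixed by rule before the data were examined: the 10 largest called differences per direction and comparison whose groups do not overlap, 5 per direction for the interaction, every gene the paper names (values seen in its tables beforehand), up to 4 called members of each gene list, and the estrogen receptors and upstream regulators. Hpgds and Greb1 are named as genes of the paper's tables or text. Pgr is named as a member of the estrogen-response and steroid receptor lists. Dkk3, Fzd5 and Gapdh were named after their values were seen. The 39 gene lists were also fixed beforehand, without genes shown in Tables 3 to 8 unless a symbol pattern took them. Since only S1 Table names rows, list members are counted among matched genes, which the study chose as changed and which end at Slc27a2 in alphabetical order. An unmatched member that sorts within the held part was not named there among the rows past the study's overall model. That is not a test of no change. No enrichment or gene set test was run. Some results for single genes are not reported here.

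Alternatives were no variance trend, the methods' unmoderated two-way model, a mean signal of at least 4, quantile normalization repeated, the replicate number as a block, no fold minimum, only the 6 arrays compared and each array left out in turn. For the comparisons fitted on the 9 columns, the unmoderated model lacked the untreated ESR1KO group. There it is not the paper's two-way analysis of 12 arrays. Array weights were added after the data were examined. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for matching and tables.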

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

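The tests of row order, of labels, of RNA of WT mice in a pool and of other splits of the arrays were chosen after the pattern they bear on had been seen. The tests of the PMSG response of PMSG-treated WT replicate 3 were set before their values were seen.

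For 13 matched probe sets the genotype difference changed with PMSG in limma's interaction test (adjusted p under 0.05). Among these, the log2 interaction, the difference with PMSG minus that without, was -6.00 for Klk1b1, -3.37 for Aqp8, -3.12 for Oxtr, -3.05 for Pak3, -2.73 for Prlr, -2.41 for Krt85, -1.35 for Kcnma1, 1.24 for Cdc42ep3, 2.64 for Shisa3, 3.20 for Kcnip1 and 3.27 for Serpina1b. Klk1b1 averaged 8.01 in PMSG-treated WT and 2.01 to 2.04 in the other 3 groups. Of the 13, 10 had a group mean under 4, against 13.2% of all matched probe sets. The genes were chosen in the study for change on these arrays, and the count was 47 without PMSG-treated WT replicate 3, 4 and 2 without ESR1KO replicates 2 and 3, 4, 8 and 1 without WT replicates 1, 2 and 3, 2, 1 and 3 without PMSG-treated ESR1KO replicates 1, 2 and 3, and 6 without PMSG-treated WT replicate 1. The methods' unmoderated model called 1, Klk1b1, which was called under every setting run. With the replicate number as a block Prlr (adjusted p at most 0.0706), Shisa3 (0.0708), Aqp8 (0.0794), Cdc42ep3 (0.0912) and Serpina1b (0.141) were not called. The untreated ESR1KO row of Krt85 carries no symbol and had a second candidate.

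By row name, the 3 untreated ESR1KO arrays did not resemble the other 9. Arrays of another tissue or failed arrays are argued against by correlations of 0.774 to 0.990 with the other 9 arrays over matched rows, which were matched through the study's own values, and of 0.643 to 0.978 over 563 genes whose untreated ESR1KO row was taken by symbol alone. A different row order in the 9 columns accounts for the pattern, since 99.6% of matched probe sets carried the symbol of their S1 Table row. No biological explanation was tested.

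PMSG-treated WT replicate 3 stood apart on the first principal component of the 9 arrays, which held 41.6% of the variance. On the second, which held 29.3%, it scored 76.8, on the side of PMSG-treated ESR1KO (32.6 to 52.1). On the axis from WT (0) to ESR1KO (1) over the matched probe sets, PMSG-treated ESR1KO lay at 1.00 to 1.09. The other 2 PMSG-treated WT arrays lay there at -0.214 and -0.177. Replicate 3 lay at -0.158, which argues against a wrong genotype label of that array. A missing PMSG response is argued against by its place of 1.03 on the axis from WT (0) to the other 2 PMSG-treated WT arrays (1), over probe sets called without it. A stronger response of the same kind cannot be told apart from an equal one at that value, because the other 2 arrays lay at 0.880 and 0.951 on their own axes. A difference between the pooled mice, or in handling, may remain and was not tested.

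Untreated ESR1KO replicate 2 lay between the other untreated ESR1KO arrays and WT for genes strongly lower in ESR1KO, and held the highest signal of all 3 arrays in each of the 3 Esr1 probe sets. A wrong genotype label of the whole array is argued against by its place of 0.818 on the axis from PMSG-treated WT (0) to PMSG-treated ESR1KO (1), where the other 2 ESR1KO arrays lay at 0.981 and 0.987 and WT at 0.270 to 0.380. RNA of WT mice in the pool is a candidate explanation: 41 of 42 such probe sets needed a share above 0, with quartiles of 7.16% and 20.8% (a ratio of 2.91) against the other 2 untreated ESR1KO arrays, but the limits for a like share (a ratio under 2) and an unlike one (over 4) were set after the quartiles had been seen, so this ratio is a description and no test. Measured against PMSG-treated ESR1KO over the same 41 probe sets for each array, the median share was 15.9%, against -0.451% and -0.237% for replicates 1 and 3; against the other 2 untreated ESR1KO arrays Esr1 needed 44.1% and Dcpp3 -0.678%, and genes higher in ESR1KO deviated there by a median of -0.41 on the log2 scale from the same 2 arrays. RNA of WT mice and remaining ESR1 activity in some mice cannot be told apart here, and without this array 333 matched probe sets were called in ESR1KO versus WT, against 369.

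Other splits of the 6 arrays of each comparison were counted. The real split called 2022 probe sets in PMSG-treated ESR1KO versus PMSG-treated WT, and the highest of the others 2. In PMSG-treated WT versus WT the real split called 113 and the highest other 0. In each, 1 of 10 splits, the real one, called as many, and 10 splits are too few for a share under 0.05.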

How the results depend on the processing

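Array weights were added after the data were examined, as was leaving Fzd10os and S100pbp out of their lists, which gave 8 higher Wnt genes in place of 9 and 2 S100 genes as before. limma warned that the estimation of the weights stopped before converging, with weights from 0.134 to 57.0 for the 9 arrays, so the counts with array weights are printed for completeness: 3716 probe sets in PMSG-treated ESR1KO versus PMSG-treated WT (3716 also at p under 0.01 and 2-fold), 1263 in PMSG-treated WT versus WT (1262 at p under 0.01 and 2-fold), and among matched probe sets 580 in ESR1KO versus WT, 46 in PMSG-treated ESR1KO versus ESR1KO (73 at p under 0.01 and 2-fold), 1897 for genotype, 597 for PMSG (965 at p under 0.01) and 616 for the interaction (1026 at p under 0.01). For the alternatives set beforehand, the counts as reported were 2022, 113, 369, 2, 1554, 34 and 13 in the same order. The methods' unmoderated model gave 1255, 19, 139, 0, 1482, 18 and 1, and 436 in place of 728 for PMSG-treated WT versus WT at p under 0.01 and 2-fold. The counts of 1255, 19 and 436 come from the 9 arrays without untreated ESR1KO, not from a two-way analysis of 12 arrays. Fitting only the 6 arrays compared gave 1313, 36, 158 and 0 in the 4 pairwise comparisons. No fold minimum gave 3065 in place of 2022. A mean signal of at least 4, which tests fewer probe sets, gave 179 in place of 113 and 0 in place of 2, and no variance trend 0 in place of 2; for these counts of 0, limma gave 293 matched probe sets at an unadjusted p under 0.05 with the signal minimum, 389 without the trend and 300 with 6 arrays, and the unmoderated model 351, against 347 as reported. The replicate numbers were not taken as pairing the arrays, since in none of the 4 comparisons did all 3 same-numbered pairs of arrays have a correlation of their deviations across probe sets above 0.1 (lowest -0.000438, -0.00536, -0.124 and 0.0147). A pairing is not excluded, since 14 of 18 same-numbered pairs correlated above 0, those of WT and PMSG-treated ESR1KO, which were not compared, at 0.123 to 0.312, and an array's best-correlated array in another group had its own number in 18 of 36 cases. With the replicate number as a block, 1926, 46, 329, 2, 1473, 16 and 9 probe sets were called. Leaving out each array in turn gave 1248 to 2422 probe sets in PMSG-treated ESR1KO versus PMSG-treated WT (1973 to 2617 at p under 0.01 and 2-fold), 41 to 346 in PMSG-treated WT versus WT (537 to 1070), 105 to 504 in ESR1KO versus WT (497 to 626 at p under 0.01 and 2-fold), 0 to 6 in PMSG-treated ESR1KO versus ESR1KO (22 to 84), 1200 to 1538 for genotype (1697 to 1779), 14 to 67 for PMSG (307 to 439) and 1 to 47 for the interaction (260 to 395). The highest values of 2422, 346, 504, 67 and 47 came without PMSG-treated WT replicate 3, and 1248 without PMSG-treated ESR1KO replicate 3. In PMSG-treated ESR1KO versus ESR1KO, 6 (84 at p under 0.01 and 2-fold) came without ESR1KO replicate 1, 1 without PMSG-treated ESR1KO replicate 2, and 0 without ESR1KO replicates 2 or 3, WT replicates 2 or 3, PMSG-treated ESR1KO replicate 1 or PMSG-treated WT replicates 1 or 2, where 212 to 349 had an unadjusted p under 0.05. Without WT replicates 1, 2 and 3, 44, 41 and 42 were called in PMSG-treated WT versus WT and 213, 105 and 152 in ESR1KO versus WT; without PMSG-treated ESR1KO replicates 1, 2 and 3, 75, 59 and 49 in PMSG-treated WT versus WT; and without ESR1KO replicates 1 and 3, 185 and 168 in ESR1KO versus WT. For PMSG, 21 and 15 were called without ESR1KO replicates 2 and 3, 17, 18 and 14 without WT replicates 1, 2 and 3, 16, 15 and 17 without PMSG-treated ESR1KO replicates 1, 2 and 3, and 17 without PMSG-treated WT replicate 1, and for the interaction, in the same order, 4, 2, 4, 8, 1, 2, 1, 3 and 6. Apart from the settings whose construction is named, the cause was not tested. Of 271 results for named genes, 1602 values under the settings set beforehand other than leaving out an array gave 1325 on the same side of the threshold, 274 no longer past it, 3 newly past it and 0 reversed; leaving out an array gave 2165, 578, 2 and 0 of 2745, and array weights 264, 6, 1 and 0 of 271. The probe set with the largest change per gene, gene set tests with a preset or estimated correlation, the overall model over all rows and principal components of all rows over 12 arrays were not run, because most rows of the 9 columns are unnamed. Signal over background limits the folds, since 169 of the matched probe sets called in PMSG-treated ESR1KO versus PMSG-treated WT and 68 of those called in ESR1KO versus WT had a group near background.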

Differences from the paper's values

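At an unadjusted p under 0.01 and at least 2-fold, 2436 probe sets passed in PMSG-treated ESR1KO versus PMSG-treated WT, against the paper's 1185 genes in Table 2. The thresholds differ in that no filter on the overall model was applied here and unannotated and duplicate probe sets were kept, since the rows could not all be named. The fit also used the 9 arrays other than untreated ESR1KO, whereas the paper's two-way analysis used 12. All alternatives set before the data were examined also differ, from 1924 with the methods' unmoderated model to 2617 without PMSG-treated WT replicate 3. In PMSG-treated WT versus WT, 728 passed, against the paper's 318, with the same differences of threshold. The 1997 matched rows of S1 Table had passed the study's overall model. Of these, 999 passed in PMSG-treated ESR1KO versus PMSG-treated WT and 294 in PMSG-treated WT versus WT. Over all rows, the methods' unmoderated model, set before the data were examined, gives 436 in PMSG-treated WT versus WT. This is within 1.5 times the paper's number, but the fit lacked untreated ESR1KO and is not the paper's two-way analysis. All other alternatives set beforehand differ, from 537 to 1070. Array weights, chosen after the data were examined, give 3716 and 1262 and differ as well.

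The fold change of Greb1 in Table 6 is the paper's -64.6, and that of the Greb1 probe set in S1 Table is -31.1 here. One other row of the 9 columns has the fold of Table 6, but it was located by that fold alone, and whether it is a probe set of Greb1 is not known here.

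The paper states that Gper1 was higher in ESR1KO with and without PMSG. The folds here were 1.61 and 1.65, both under the 2-fold minimum. With PMSG the adjusted p of 0.19 (unadjusted p = 0.0275) did not pass the test, nor did those under the alternatives set before the data were examined (0.073 to 0.426). Without PMSG the unadjusted p was 0.0124 and the adjusted p at most 0.507, a bound that does not settle whether the difference passes, and the lowest bound under those alternatives was 0.109. With array weights, chosen after the values were seen, the adjusted p was 1.26e-06 with PMSG (1.95-fold) and at most 0.0408 without (1.60-fold), still under the 2-fold minimum. The genotype term over both conditions had an unadjusted p of 0.00174, under the study's limit of 0.01, and an adjusted p of at most 0.0501, which leaves the call open. Of the alternatives set before the data were examined, it was called without the variance trend (0.0274), with a mean signal of at least 4 (0.0243), with the replicate number as a block (0.00895) and without PMSG-treated ESR1KO replicate 2 (0.0494) or PMSG-treated WT replicate 1 (0.0499), while under the others the bound was 0.055 to 0.166, and with array weights, a setting chosen after seeing the values, it was called at 2.95e-05. Table 8 lists 22 genes as differentially expressed, of which 12 were called higher, 4 lower and 6 not: Cxcl16, Cxcr4, Il16, Il18, Il1rap and Ilf2, with folds from 1.31 to 1.82. The folds are those of the table, and each is under the 2-fold minimum. Il18 (adjusted p = 0.0211) is called with no fold minimum, and the other 5 are not (adjusted p from 0.0525 to 0.142).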

Other observations

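Kallikrein-family and water channel genes were among those higher with PMSG in WT. Of 5 matched kallikrein-family genes (21 on the array), 4 were higher in PMSG-treated WT than in WT, as when adjusted over the list alone: Klk1, Klk1b1, Klk1b21 and Klk1b24. Klk1b21 averaged 11.38 ± 0.56 (SD, n = 3) in PMSG-treated WT and 8.61 ± 0.22 in WT (6.80-fold, adjusted p = 0.00467, limma), and 5.64 ± 0.15 in PMSG-treated ESR1KO. The calls of Klk1 and Klk1b21 were lost in the methods' unmoderated model (adjusted p = 0.0846 and 0.0777), that of Klk1 also with the replicate number as a block (0.0556), and that of Klk1b24 under all settings but a mean signal of at least 4, array weights and without PMSG-treated WT replicate 3 (0.0522 to 0.177). Probe sets of these closely related genes can share targets. The water channels Aqp5 and Aqp8 were also higher with PMSG in WT, by 4.13-fold and 11.5-fold, and near background in both ESR1KO groups; the call of Aqp8 was lost in the unmoderated model (0.054) and that of Aqp5, at an adjusted p of 0.0492, under all settings but a mean signal of at least 4, array weights and without PMSG-treated WT replicate 3 (0.0505 to 0.196). Of 16 channel genes on the array 3 were matched, with 0 higher and 2 lower in PMSG-treated ESR1KO versus PMSG-treated WT (1 higher without PMSG-treated ESR1KO replicate 1 or with array weights). Between those 2 groups, Klk1, Klk1b1, Klk1b21 and Klk1b24 were lower and Klk8 higher.

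Other lists were counted in PMSG-treated ESR1KO versus PMSG-treated WT among matched genes, which the study chose as changed. The macrophage gene Cd163 was 4.54-fold higher (adjusted p = 0.00174, limma). Complement genes gave 5 higher of 5 matched (16 on the array), with C2 3.47-fold and C1ra 3.60-fold higher. In contrast, interferon-response genes gave 4 lower of 5 matched (26 on the array): Oas1a, Rtp4, Dhx58 and Bst2, the last 20.0-fold (adjusted p = 3.38e-05), but 1 with only the 6 arrays, in the unmoderated model or without PMSG-treated ESR1KO replicate 3 or PMSG-treated WT replicate 1, and 2 without PMSG-treated ESR1KO replicates 1 or 2 or PMSG-treated WT replicate 2. Cholesterol synthesis gave 5 lower of 7 matched (17 on the array), with Fdps 4.01-fold lower (adjusted p = 0.00296), and 3 without PMSG-treated ESR1KO replicate 1 or 3 or PMSG-treated WT replicate 2. Estrogen-response genes went both ways, with Ltf and Muc1 higher and Pgr, Nrip1 and Padi1 lower of 6 matched. For all of these lists the counts adjusted over the list alone were the same. Higher and lower genes numbered 2 and 2 of 6 matched for retinoid, 2 and 2 of 4 for prostaglandin, 1 and 2 of 4 for acute phase, 8 and 6 of 24 for solute carrier (6 and 6 when adjusted over the list alone), 1 and 1 of 2 for uroplakin, 0 and 2 of 4 for steroid receptor, 0 and 1 of 5 for endothelium, 0 and 0 of 1 for smooth muscle, 1 and 0 of 1 for lymphocyte and for mesothelium, and 0 and 1 of 1 for adipocyte, erythroid and immediate early genes. Except for solute carriers, adjusting over the list alone gave the same counts. Several depended on the setting. The methods' unmoderated model gave 4 higher and 3 lower solute carriers, 1 and 1 prostaglandin genes and 0 erythroid genes, and fitting only the 6 arrays 5 and 3 solute carriers and 1 and 1 prostaglandin genes. A mean signal of at least 4 gave 0 higher lymphocyte and uroplakin genes, 0 lower erythroid genes and 1 lower smooth muscle gene, and the replicate block 1 lower prostaglandin and 1 lower smooth muscle gene. Without PMSG-treated ESR1KO replicate 1, 1 retinoid and 1 acute phase gene were lower, and without replicate 2 of that group 1 prostaglandin and 1 smooth muscle gene. Without its replicate 3, 1 prostaglandin gene was higher and 1 lower, and 4 solute carriers were higher. Without PMSG-treated WT replicate 2, 2 acute phase genes were higher and 1 was lower, as were 1 retinoid and 1 prostaglandin gene; 1 prostaglandin gene was also lower without PMSG-treated WT replicate 1 or WT replicates 2 or 3. The endothelial call was lost without any of the 9 arrays other than PMSG-treated ESR1KO replicate 2 and PMSG-treated WT replicate 3, and the mesothelial one without any PMSG-treated ESR1KO array or PMSG-treated WT replicate 1, and both in the methods' unmoderated model, the endothelial one also without the variance trend, with only the 6 arrays and with the replicate block. With array weights 1 smooth muscle gene was lower and the mesothelial call was lost. In ESR1KO versus WT, higher and lower genes numbered 0 and 3 for endothelium and 0 and 1 for smooth muscle. They numbered 2 and 0 for complement, 0 and 1 for interferon-response and 0 and 0 for cholesterol synthesis genes there. The smooth muscle call, Actg2, was lost in the unmoderated model (adjusted p at most 0.178) and without the variance trend (0.0761). It was also lost with only the 6 arrays (0.0748) and under repeated quantile normalization (0.0579). The endothelial gene Emcn lost its call in the unmoderated model (0.0703). With only the 6 arrays, C2 of the complement genes (0.0514) and Bst2 of the interferon-response genes (0.0621) lost theirs.

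The lists for ciliated cells, secretory epithelium, neutrophils, proliferation, ovarian granulosa and theca, oocytes, skeletal muscle, uterine glands and Y-linked genes had 0 matched members. Only 5 ciliated-cell, 3 secretory, 4 proliferation and 1 neutrophil members sort after the held part of S1 Table. The other members of these lists were not named there among the rows past the study's overall model. Whether they are unchanged was not tested. In untreated ESR1KO, whose columns follow the probe set names, 25 of 25 ciliated-cell genes and 14 of 14 secretory genes on the array had a signal of at least 4, with medians of 10.4 and 12.9, and 27 of 27 proliferation genes, with a median of 8.92. For oocytes 0 of 9 did (median 1.99), for skeletal muscle 3 of 12, for granulosa and theca 5 of 12, for uterine glands 2 of 6, for neutrophils 1 of 9 and for lymphocytes 1 of 16. Y-linked genes gave 0 of 3. Ptgs2 had signals of 8.35 ± 0.70 and 4.91 ± 0.44 (SD, n = 3) for its 2 probe sets there, and Ccl5 2.87 ± 0.13.

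Gapdh, the housekeeping gene of the real-time RT-PCR, was noted after its values were seen. Its matched 5' control probe set averaged 13.65 ± 0.23 (SD, n = 3) in PMSG-treated ESR1KO and 14.44 ± 0.10 in PMSG-treated WT, a 1.72-fold lower signal (adjusted p = 0.00991, limma) that did not reach the 2-fold minimum, and the adjusted p was 0.0549 without PMSG-treated ESR1KO replicate 3. Whether the mRNA or its 5' end differs was not tested.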
